# The pesticide chlorpyrifos promotes obesity by inhibiting diet-induced thermogenesis in brown adipose tissue

**DOI:** 10.1038/s41467-021-25384-y

**Published:** 2021-08-27

**Authors:** Bo Wang, Evangelia E. Tsakiridis, Shuman Zhang, Andrea Llanos, Eric M. Desjardins, Julian M. Yabut, Alexander E. Green, Emily A. Day, Brennan K. Smith, James S. V. Lally, Jianhan Wu, Amogelang R. Raphenya, Krishna A. Srinivasan, Andrew G. McArthur, Shingo Kajimura, Jagdish Suresh Patel, Michael G. Wade, Katherine M. Morrison, Alison C. Holloway, Gregory R. Steinberg

**Keywords:** Obesity, Obesity

## Abstract

Obesity results from a caloric imbalance between energy intake, absorption and expenditure. In both rodents and humans, diet-induced thermogenesis contributes to energy expenditure and involves the activation of brown adipose tissue (BAT). We hypothesize that environmental toxicants commonly used as food additives or pesticides might reduce BAT thermogenesis through suppression of uncoupling protein 1 (UCP1) and this may contribute to the development of obesity. Using a step-wise screening approach, we discover that the organophosphate insecticide chlorpyrifos suppresses UCP1 and mitochondrial respiration in BAT at concentrations as low as 1 pM. In mice housed at thermoneutrality and fed a high-fat diet, chlorpyrifos impairs BAT mitochondrial function and diet-induced thermogenesis, promoting greater obesity, non-alcoholic fatty liver disease (NAFLD) and insulin resistance. This is associated with reductions in cAMP; activation of p38MAPK and AMPK; protein kinases critical for maintaining UCP1 and mitophagy, respectively in BAT. These data indicate that the commonly used pesticide chlorpyrifos, suppresses diet-induced thermogenesis and the activation of BAT, suggesting its use may contribute to the obesity epidemic.

## Abstract (web summary)

Chlorpyrifos is a widely-used pesticide and a common residue on vegetables and fruits. Here the authors show that at non-neurotoxic doses, chlorpyrifos reduces energy expenditure, by inhibiting diet induced thermogenesis, and promotes obesity and insulin resistance.

## Introduction

Obesity is a major risk factor for type 2 diabetes (T2D), non-alcoholic fatty liver disease (NAFLD), and cardiovascular disease^1^ that arises from a caloric surplus of as little as 10–30 kcal per day^2^. And while increased consumption of energy-dense foods and reduced physical activity are commonly thought to be the major contributors to this caloric imbalance^1^, diet-induced thermogenesis is a quantitatively important component of the energy balance equation^3^. In adult humans, recent studies have indicated that diet-induced thermogenesis requires the activation of brown adipose tissue (BAT)^4–6^, however, the determinants regulating this process and why they may differ between individuals are not fully understood.x

A key protein regulating BAT thermogenesis is uncoupling protein 1 (UCP1). Genetic removal of *Ucp1* in mice promotes obesity and insulin resistance when mice are fed a diet high in fat and housed under thermoneutral conditions (29–30 °C), indicating a vital role for this protein in diet-induced thermogenesis^7^. UCP1 is also important for diet-induced thermogenesis in humans, as a genetic loss of function mutation reduces postprandial thermogenesis in response to a high-fat meal^8^. While genetic polymorphisms in *Ucp1* have been linked to obesity in some studies^9–11^, this has not been observed in large genome-wide association studies^12^, suggesting that other factors besides genomic alterations in *Ucp1* may be contributing to reduced BAT activity in obese humans^13^.

Over the last two decades, a number of environmental toxicants have been linked to the development of obesity through their effects on gut microbiota^14^, energy intake, or adipogenesis^15–18^ (for review see refs. ^19,20^), however, only a few of these studies have examined a role for these agents to contribute to obesity by inhibiting energy expenditure^21–23^ and/or BAT thermogenesis^24,25^ (reviewed in refs. ^18,20^). We hypothesized that environmental toxicants commonly present in food might reduce diet-induced thermogenesis through suppression of UCP1, the defining protein of human BAT thermogenesis^26–31^. Through a step-wise screening of several common food contaminants or additives, we discovered that the organophosphate insecticide chlorpyrifos (CPF) potently suppressed the expression of UCP1 and mitochondrial respiration in brown adipocytes at concentrations as low as 1 pM. Chloropyrifos-induced suppression of diet-induced thermogenesis in BAT has also been observed in mice fed a diet high in fat and housed at thermoneutrality where it promoted greater obesity, NAFLD, and insulin resistance. Reductions in BAT thermogenesis by CPF were associated with reductions in cAMP and protein kinases critical for regulating UCP1 and mitophagy. These data indicate that the commonly used pesticide CPF, at very low concentrations, suppresses the activation of BAT, suggesting that its use may contribute to the obesity epidemic.

## Results

We examined the effects of 34 chemicals—selected based on their widespread presence in food due to agriculture practices, food processing, and/or packaging (Table 1) on the expression of *Ucp1* in immortalized brown adipocytes generated from *Ucp1*-luciferase reporter mice^32^. Of the 34 chemicals tested, only the pesticide CPF significantly decreased *Ucp1* promoter activity and mRNA expression by at least 25% across six orders of magnitude of concentrations tested down to 1 pM (Fig. 1a, b, Supplementary Fig. 1a–c).

**Table 1:** List of tested chemicals.

Pesticides	Pesticide metabolites	Food-packaging compounds	Food processing compounds
2,4-D	AMPA	BPA	Zearalanone
Atrazine	Atrazine mercapturate	BPAF	Allura red
Chlorpyrifos	6-Chloronicotinic acid	BPB	Brilliant blue
Deltamethrin	Chlorpyrifos oxon	BPS	Cresidinesulfonic acid
Glyphosate	Desethyl atrazine	BPF	Sulfanilic acid
Imidacloprid	Diaminochlorotriazine	BPA-b-d-glucuronide	Sunset yellow
Metam sodium	MITC	MINCH	Tartrazine yellow
Permethrin	3-Phenoxybenzoic acid	PFOA	
S-Metolachlor	TCP-y	TBPA

**Fig. 1:**
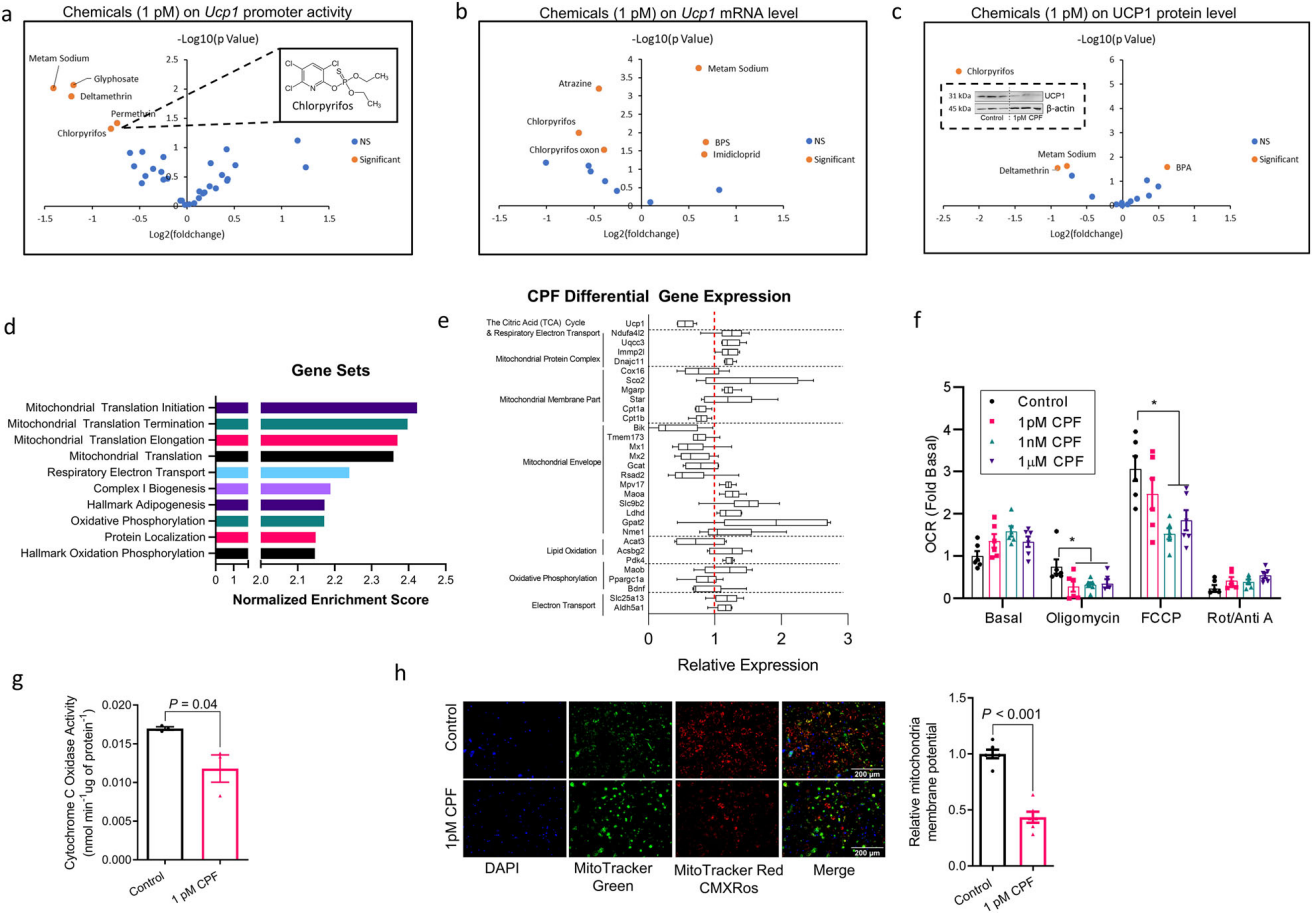
CPF inhibits the thermogenic gene program and mitochondrial respiration in cultured brown adipocytes. **a***Ucp1* promoter activity of brown adipocytes treated with 34 different chemical compounds at the dose of 1 pM for 16 h. **b** *Ucp1* mRNA levels of brown adipocytes treated with compounds at 1 pM for 4 h. **c** UCP1 protein concentration in brown adipocytes treated with compounds at 1 pM for 6 days. **d** and **e** Gene Set Enrichment Analysis of mRNA-sequencing data (**d**) of brown adipocytes treated with 1 pM chlorpyrifos (CPF) for 4 h and relative expression of genes within gene sets (**e**, Whiskers: min to max). **f** Oxygen consumption rate of brown adipocytes treated with different doses of CPF for 6 days. **g** Cytochrome C oxidase activity of brown adipocytes treated with 1 pM CPF for 6 days. **h** Representative images of mitochondria stained by MitoTracker Green and quantification of mitochondria potential reflected by MitoTracker Red CMXRos in brown adipocytes treated with 1 pM CPF for 6 days. Significant differences between 3 or more mean values were determined by one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test; differences between 2 mean values were determined by a two-tailed Student’s *t*-test. Data presented are mean ± SEM, *n* = 6, *p < 0.05. Scale bar = 200 μm.

CPF is an organophosphate insecticide with broad-spectrum activity against many foliar and soil insects and is commonly used for pest control in a wide range of field crops and fruit^33^. Previous studies in animals have found that high doses of CPF, which inhibits plasma butyryl cholinesterase and brain acetylcholinesterase activity, can promote obesity and glucose dysregulation through mechanisms that are poorly defined but may involve increases in energy intake and/or alterations in the gut microbiome^34–39^. However, whether doses of CPF below those that inhibit acetylcholinesterase and closer to human-relevant exposures promote obesity in rodents or humans is currently unknown. We found that consistent with the acute suppression of *Ucp1* promoter activity and *Ucp1* mRNA, chronic CPF (6 days) also suppressed UCP1 protein in brown adipocytes at a concentration of 1 pM (Fig. 1c and Supplementary Fig. 1c). 

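RNA was sequenced from TMCON cells, a line of immortalized murine brown preadipocytes, on day 9 of differentiation, after 4 h in buffer with 1 pM CPF or with the vehicle dimethyl sulfoxide. Each group had 6 libraries, numbered as replicates 1 to 6. The sources used here do not say whether the replicates came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. The table of normalized counts that the authors deposited holds 14775 genes, and whole reads could be recovered from it. They came to 7875502 to 12100594 reads per vehicle library (median 9906195.5) and 9313253 to 14166615 per CPF library (median 10672437.5).

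Expression set some libraries apart within their own group. On the first principal component, which held 29.1% of the variance, vehicle replicate 2 and CPF replicate 1 scored 31.5 and 33.0, and the other 10 libraries scored −13.7 to 6.12. Replicates 4 to 6 had more reads than replicates 1 to 3, with medians of 11540349 and 8921374.5. By limma, a linear model for each gene, 88 genes differed between these sets of replicates at an adjusted p under 0.05, 45 higher and 43 lower in replicates 4 to 6. They included 9 of the 13 protein genes of mitochondrial DNA, which did not shift together. Some were lower in replicates 4 to 6, such as mt-Co2 (log2 difference −0.69), and some higher, such as mt-Nd6 (0.52). Whether mt-Co2 shares sequence with other genes was not checked. None of the other 9 ways to part the replicate numbers into 3 and 3 gave any such gene by limma. Values within replicates 1 to 3 and within replicates 4 to 6 are therefore given for the lists that passed and for several genes.

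Between CPF and vehicle, 13531 genes with a mean normalized count of at least 10 were compared by limma, two-sided, on log2 of the value plus 1, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05. In simulated libraries of the same number and depth, limma recovered 66% of the genes changed 1.5-fold and 80% of those changed 2-fold. The simulated genes varied independently of one another, and no library or set of replicates was made to differ. These shares need not hold for the real libraries.

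**Figure D1:**
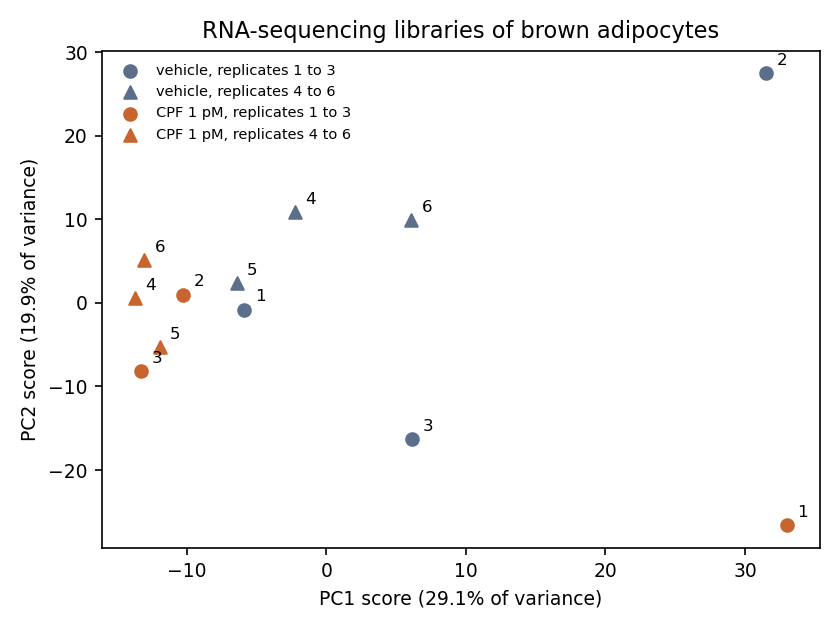
Scores of the 12 libraries on the first and second principal components of log2 normalized counts. Blue, vehicle. Orange, CPF. Circles, replicates 1 to 3. Triangles, replicates 4 to 6. Vehicle replicate 2 and CPF replicate 1 lie at the right.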

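In the lists of nuclear genes for mitochondrial proteins, more genes had a positive than a negative log2 fold change after 4 h of CPF, though the shifts were small. Of 93 genes of mitochondrial translation, which encode the ribosomal proteins and factors that make proteins inside the organelle, 80 had a positive log2 fold change, with a median of 0.066. Mrpl9, a protein of the large mitochondrial ribosomal subunit, stood at 995 ± 73.7 normalized counts with CPF and 883 ± 58.5 with vehicle (mean ± SD, n = 6 each), a log2 fold change of 0.17 (SE 0.062). Dap3, of the small subunit, stood at 1250 ± 45.0 and 1152 ± 56.2 (0.12, SE 0.049). Of 84 respiratory chain genes in the nucleus, a list that joins complex I subunits with complexes II to V, 63 were positive (median 0.053), 27 of 36 complex I subunits among them (median 0.076). So were 15 of 18 complex I assembly genes (median 0.061), with Nubpl at 203 ± 12.7 against 172 ± 10.5, 15 of 20 genes of cytochrome c oxidase assembly (median 0.074) and 28 of 31 genes of mitochondrial dynamics and import (median 0.081). The 13 protein genes of mitochondrial DNA ran the other way, 10 of them negative (median −0.14). For mt-Co1 the log2 fold change was −0.24 (SE 0.18) and for mt-Nd5 −0.21 (SE 0.12). That of mt-Co1 was −0.15 without vehicle replicate 4 and −0.14 without CPF replicate 1. The value of mt-Co1 is uncertain, since 51.1% of its 50-base stretches occur in transcripts of other genes. For mt-Co3, also of this list, the share was 99.9%, and for mt-Nd5 it was 7.6%. Not all of the 13 genes were checked for this. The TCA cycle had 16 of 18 genes positive (median 0.037) and complexes II to V 36 of 48 (median 0.038). Markers of preadipocytes and fibroblasts had a negative median in the same libraries (−0.17, camera adjusted p = 0.00780, 0.685 with an estimated correlation) and genes of adipocyte differentiation a positive one (0.089, camera adjusted p = 0.0426, 0.771 with an estimated correlation).

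No single gene passed the test: by limma 0 genes were higher and 0 lower, and at an unadjusted p under 0.05 there were 375 higher and 615 lower. On the recovered reads, edgeR called 0 genes and DESeq2 called 0 higher and 4 lower. Lists of genes were compared by camera, a test in limma of whether the genes of a list are shifted against all others, with a preset correlation of 0.01 between genes. The correlation estimated from the libraries was higher, at 0.25 for mitochondrial translation, 0.72 for the respiratory chain and 0.75 for complex I subunits. The adjusted p was 6.0e-07 for mitochondrial translation (0.685 with an estimated correlation), 3.0e-05 for dynamics and import (0.685), 0.00857 for the respiratory chain (0.821), 0.0131 for complex I subunits (0.784), 0.0156 for complex I assembly (0.685) and 0.0392 for cytochrome c oxidase assembly (0.685). It was 0.147 for the genes of mitochondrial DNA (0.704), 0.0534 for the TCA cycle (0.784) and 0.0613 for complexes II to V (0.837). A preranked enrichment test of the same lists gave normalized scores of 2.42 for mitochondrial translation and 1.99 for the respiratory chain.

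The median of mitochondrial translation was 0.095 within replicates 1 to 3 and 0.058 within replicates 4 to 6. For the respiratory chain these were 0.060 and 0.049, for dynamics and import 0.055 and 0.072, for complex I subunits 0.065 and 0.072, and for the genes of mitochondrial DNA −0.10 and −0.18. For complex I assembly they were 0.070 and 0.046, with the camera call lost within replicates 4 to 6 (adjusted p = 0.156), and for cytochrome c oxidase assembly 0.084 and 0.042, with the call lost within each set (adjusted p = 0.0572 and 0.203). With an estimated correlation 0 of the 33 lists passed within either set. The libraries that stood apart were low for these genes: the median difference from each gene's middle value was −0.42 in CPF replicate 1 and −0.19 in vehicle replicate 2 for the respiratory chain, and −0.071 and −0.16 for mitochondrial translation. With both left out, the medians were 0.11 (camera adjusted p = 7.9e-14, 0.256 with an estimated correlation) and 0.078 (adjusted p = 3.3e-07, 0.226 with an estimated correlation). The respiratory chain and complex I subunit lists lost their calls when vehicle replicate 2 or 3 or CPF replicate 2, 3 or 6 was left out, with medians down to 0.021 and 0.037 and camera adjusted p up to 0.673 and 0.451, both without CPF replicate 3. Complex I assembly was lost without vehicle replicate 2 or CPF replicate 2 or 3 (medians 0.037, 0.040 and 0.036, adjusted p up to 0.0768). Cytochrome c oxidase assembly was lost without vehicle replicate 2, 3 or 5 (medians 0.035, 0.051 and 0.056) or CPF replicate 2, 3, 4 or 6 (0.052, 0.042, 0.049 and 0.051, adjusted p up to 0.132). Without CPF replicate 1 the medians were 0.098 for complex I assembly, 0.11 for cytochrome c oxidase assembly, 0.15 for complex I subunits and 0.14 for the respiratory chain (adjusted p with an estimated correlation 0.259 to 0.265). Mitochondrial translation and dynamics and import kept their calls with any 1 library left out, with medians of 0.049 and 0.041 without vehicle replicate 2 and 0.11 and 0.12 without CPF replicate 1. In the latter fit camera with an estimated correlation gave each an adjusted p of 0.265. Fits with 1 library left out share most of their libraries. Of 100 splits of the 12 libraries, the real one included, 10 gave a camera p as small for mitochondrial translation and 65 for the respiratory chain. Dynamics and import was not tested by splits.

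The mitochondrial lists that did not pass with all 12 libraries passed in part of the alternative fits. The TCA cycle and complexes II to V each passed camera in 9 of 25. Their medians were 0.15 and 0.12 without CPF replicate 1 (adjusted p = 3.3e-11 for each, or 0.265 and 0.299 with an estimated correlation) and 0.011 and −0.0042 without CPF replicate 3 (adjusted p = 0.288 and 0.908). Within replicates 1 to 3 and 4 to 6 the TCA cycle had medians of 0.0061 and 0.11 (adjusted p = 0.727 and 6.7e-06, the latter 0.540 with an estimated correlation), and complexes II to V 0.050 and 0.030 (adjusted p = 0.0556 and 0.0949). The genes of mitochondrial DNA passed in 5 of 25 fits, among them those within replicates 1 to 3 (adjusted p = 0.0251, 0.871 with an estimated correlation) and within replicates 4 to 6 (adjusted p = 0.0209, 0.628 with an estimated correlation). With 1 library left out their median ran from −0.22 without vehicle replicate 5 to −0.052 without vehicle replicate 3.

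**Figure D2:**
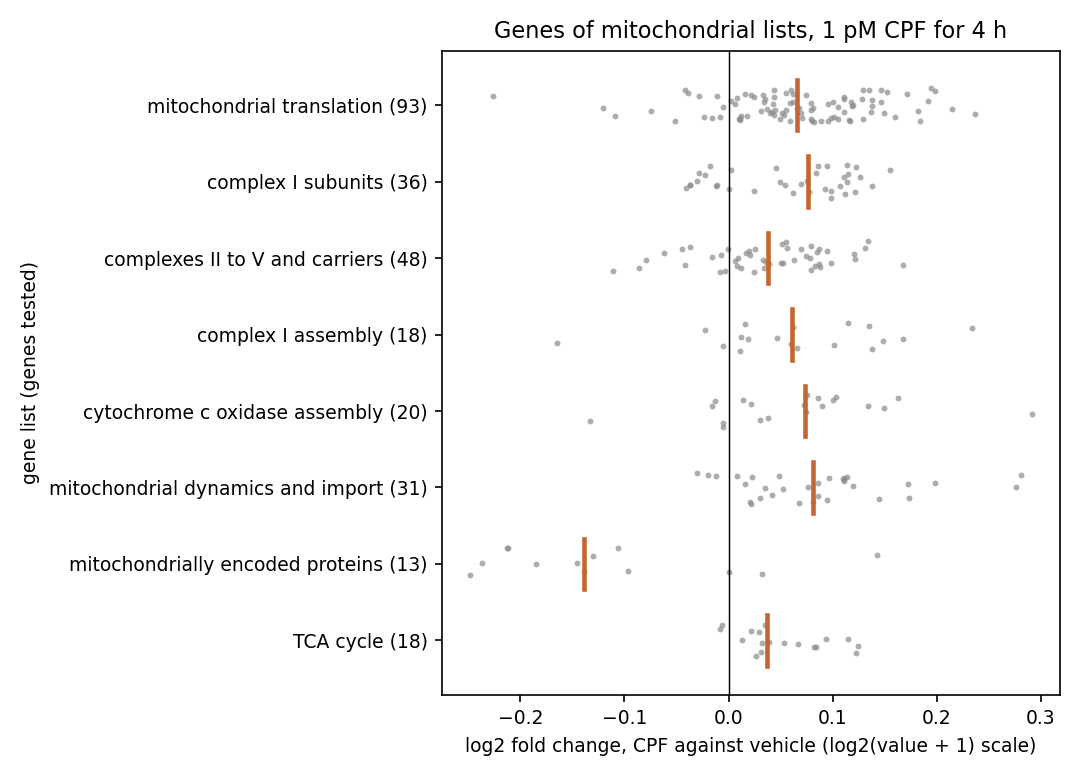
Log2 fold change, CPF over vehicle, of each gene in 8 lists of mitochondrial genes. Each point is a gene and each orange bar the median of its list. The genes of mitochondrial DNA lie mostly under 0, those of the other lists mostly above.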

To further characterize the effects of CPF, we completed global RNA-sequencing after just 4 h of CPF treatment and found that RNA transcripts related to mitochondrial function/metabolism were most affected (Fig. 1d). Notably, in addition to *Ucp1*, RNA transcripts are critical for regulating fatty acid oxidation (*Cpt1a, Cpt1b, Acat3),* and Cytochrome C oxidase assembly factor (*Cox16*) (Fig. 1e) were reduced with CPF treatment. 

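Ucp1 had a lower mean in CPF-treated than in vehicle-treated cells, 1593 ± 335 against 2850 ± 1338 normalized counts (mean ± SD, n = 6 each), a log2 fold change of −0.75 (SE 0.25). Each of the 6 CPF libraries, at 1238 to 2072, was below the vehicle mean, and the vehicle libraries ran from 1821 to 5204, with replicate 2 the highest. Vehicle replicates 1, 3, 4 and 5 were below that mean too, and replicates 1, 3 and 5 were also below CPF replicate 2, so the groups overlapped. Cpt1a, which encodes the liver form of carnitine palmitoyltransferase 1, stood at 300 ± 36.0 and 381 ± 74.6 (−0.33, SE 0.12). Cpt1b, the muscle form, stood at 34.3 ± 5.03 and 43.3 ± 9.28 (−0.31, SE 0.16). For these genes too all 6 CPF libraries were below the vehicle mean, as were vehicle replicates 1, 3 and 6. Acat3, at 14.8 ± 7.29 and 19.5 ± 12.6 (−0.33, SE 0.37), and Cox16, at 7.75 ± 2.80 and 9.77 ± 4.73, were scarce, and 4 of 6 CPF libraries were below the vehicle mean. Vehicle replicates 1, 2, 3 and 6 were below it too for Acat3, and vehicle replicates 1, 4 and 6 for Cox16.

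None of the 5 passed the test over all genes. The limma adjusted p was 0.611 for Ucp1, 0.611 for Cpt1a, 0.696 for Cpt1b and 0.849 for Acat3, while Cox16 was under the mean of 10 needed for testing. A two-sided exact permutation test of the library values gave p = 0.0173 for Ucp1 (0.104 when adjusted over the 6 genes for which this test was set beforehand) and, unadjusted, 0.0390 for Cpt1a, 0.0714 for Cpt1b, 0.446 for Acat3 and 0.478 for Cox16. Adjusted over the list alone, that is over the 26 tested genes that Fig. 1e shows, Ucp1 and Cpt1a passed. The study chose these genes from the same libraries, so that count is not independent.

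The log2 fold change of Ucp1 was −0.74 (SE 0.38) within replicates 1 to 3 and −0.76 (SE 0.32) within replicates 4 to 6. Cpt1a had −0.26 (SE 0.21) and −0.40 (SE 0.090), and Cpt1b −0.31 (SE 0.27) and −0.31 (SE 0.18). Acat3 was itself higher in replicates 4 to 6 than in replicates 1 to 3 (log2 difference 1.19, SE 0.21, limma adjusted p = 0.0195), and within replicates 4 to 6 CPF gave −0.26 (SE 0.29). The Acat3 value was −0.071 without vehicle replicate 5, which stood at 43.5, and −0.21, −0.19 and −0.22 without CPF replicates 1, 2 and 3 in turn. Without vehicle replicate 2 and CPF replicate 1, which stood apart, Ucp1 had a log2 fold change of −0.48 (SE 0.22, limma adjusted p = 0.369), Cpt1a −0.23 (SE 0.10), Cpt1b −0.17 (SE 0.15) and Acat3 −0.31 (SE 0.39).

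In the mouse genome assembly GRCm38, the genes are Ucp1 (ENSMUSG00000031710, chromosome 8: 83290352–83298452, plus strand), Cpt1a (ENSMUSG00000024900, chromosome 19: 3322334–3385733, plus strand), Cpt1b (ENSMUSG00000078937, chromosome 15: 89416405–89425863, minus strand), Acat3 (ENSMUSG00000062480, chromosome 17: 12923813–12940600, minus strand) and Cox16 (ENSMUSG00000091803, chromosome 12: 81359026–81485127, minus strand). No stretch of 50 bases in the Ucp1 transcripts occurs in those of another gene. The values of Cpt1b, Cox16 and Acat3 are less certain. On the same strand, 81.4% of the exonic bases of Cpt1b overlap Gm44502 and 56.8% of those of Cox16 overlap Gm20498, and 42.6% of the 50-base stretches of Acat3 also occur in Acat2.

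**Figure D3:**
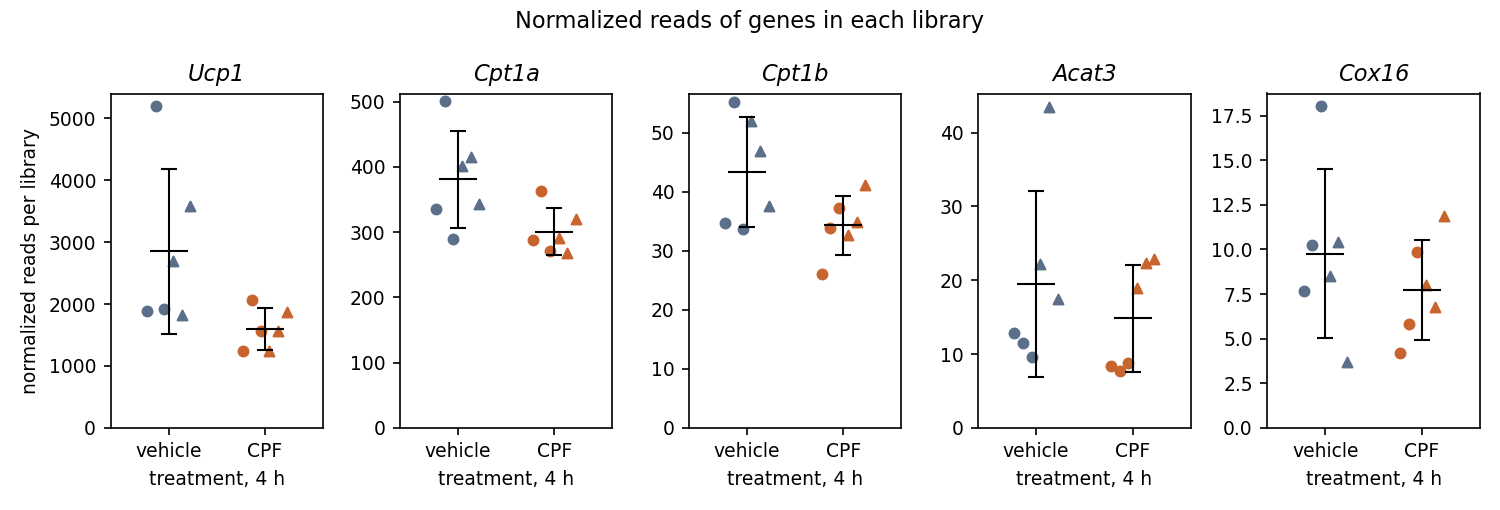
Normalized counts of Ucp1, Cpt1a, Cpt1b, Acat3 and Cox16 in the 6 vehicle and 6 CPF libraries, with the mean and SD of each group. Most CPF points lie under the vehicle mean, as do some vehicle points. Ucp1 in vehicle replicate 2 is the highest point of its panel.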

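Pdk4, which encodes a kinase that slows the entry of pyruvate into the TCA cycle, had a mean of 12027 ± 623 normalized counts with CPF and 9819 ± 1154 with vehicle (mean ± SD, n = 6 each), a log2 fold change of 0.30 (SE 0.080). Dnajc11, a J-domain protein of mitochondria, stood at 662 ± 38.8 and 549 ± 66.3 (0.28, SE 0.076), and Mpv17, of the inner membrane, at 279 ± 19.1 and 232 ± 24.4 (0.27, SE 0.080). Maoa, the monoamine oxidase A of the outer membrane, stood at 686 ± 75.6 and 542 ± 99.9 (0.35, SE 0.11). Uqcc3, an assembly factor of complex III, stood at 178 ± 21.7 and 144 ± 16.8 (0.30, SE 0.098), and Ldhd, which oxidizes D-lactate, at 288 ± 37.8 and 238 ± 26.1 (0.27, SE 0.094). Slc9b2 (0.53, SE 0.21), Immp2l (0.28, SE 0.12), Mgarp (0.30, SE 0.13) and Aldh5a1 (0.17, SE 0.079) also had positive log2 fold changes.

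Of the 31 genes that Fig. 1e shows, 18 had a higher and 13 a lower mean with CPF. By limma over all genes, 0 of the 26 tested were higher and 0 lower, against 10 higher and 2 lower at an unadjusted p under 0.05, and edgeR and DESeq2 called 0 of them. Adjusted over the list alone, the first 6 genes named here passed as higher and 2 genes as lower. The study chose the list from these libraries, so neither count is independent, nor is the camera test of the list. Pdk4, Dnajc11 and Mpv17 gave p = 0.00433, 0.00649 and 0.00433 by a two-sided exact permutation test, unadjusted. By camera the list was shifted upward, with a median of 0.19 and an adjusted p of 0.0182 (0.518 with an estimated correlation), and this call was lost without vehicle replicate 3 (adjusted p = 0.104) and without CPF replicate 6 (adjusted p = 0.0526). The median was 0.13 within replicates 1 to 3 and 0.15 within replicates 4 to 6, where the call was also lost (adjusted p = 0.131).

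Within replicates 1 to 3 and within replicates 4 to 6 the log2 fold changes were 0.26 and 0.34 for Pdk4, 0.29 and 0.26 for Dnajc11, 0.27 and 0.27 for Mpv17, 0.40 and 0.31 for Maoa, 0.45 and 0.15 for Uqcc3, 0.13 and 0.41 for Ldhd, and 0.44 and 0.16 for Mgarp. Immp2l had 0.18 without vehicle replicate 2, and without it and CPF replicate 1 Maoa had 0.23 (SE 0.092). Genes of the figure with few reads had wide spreads, such as Gpat2 at 8.82 ± 4.13 with CPF and 4.78 ± 4.92 with vehicle, and Sco2 at 7.86 ± 3.92 and 5.04 ± 2.14. The value of Sco2 is uncertain, since 68.3% of its exonic bases overlap Tymp on the same strand, as is that of Mpv17, of which 14.4% overlap Gm29609.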

Consistent with previous studies in UCP1 null mice^40,41^, compensatory upregulation of some mitochondrial transcripts was also observed (Fig. 1e). Importantly, consistent with alterations in transcriptional programs regulating mitochondrial function, chronic treatment with CPF-lowered respiration in the presence of the mitochondrial ATP synthase inhibitor oligomycin and the mitochondrial uncoupler FCCP; indicating impaired mitochondrial leak and maximal respiration, respectively (Fig. 1f). CPF also lowered cytochrome *c* oxidase activity (Fig. 1g) and mitochondrial membrane potential (Fig. 1h). These reductions in mitochondrial function were not due to impairments in BAT differentiation as Oil Red O staining and key transcription factors/markers of BAT differentiation (*Prdm16*, *Ppargc1a*, *Pparg*, *Cidea*) were not altered by CPF (Supplementary Fig. 1d, e). Impaired mitochondrial function was not observed following acute CPF exposure (4 h) (Supplementary Fig. 1f, g) as had previously been observed at high concentrations of CPF (40 µM)^42^. These data indicate that concentrations of CPF significantly below those causing toxicity in animal studies and more aligned with real-world human exposures^43^ inhibit transcriptional programs crucial for regulating BAT mitochondrial function.

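Genes that mark brown fat differed from one another in direction after 4 h of CPF. Otop1, which encodes a proton channel of brown adipocytes, had a mean of 39.2 ± 9.13 normalized counts with CPF and 67.3 ± 23.3 with vehicle (mean ± SD, n = 6 each), a log2 fold change of −0.74 (SE 0.22). Zfp516, a transcription factor, stood at 637 ± 39.8 and 698 ± 28.6 (−0.13, SE 0.056), with the 6 CPF libraries under all 6 vehicle libraries (two-sided exact permutation test, unadjusted p = 0.00216, the smallest it can give). The values of Otop1 and Zfp516 were −0.45 and −0.074 without vehicle replicate 2 and CPF replicate 1, which stood apart (limma adjusted p = 0.195 and 0.506). Of 20 thermogenic genes, 13 had a negative and 7 a positive log2 fold change (median −0.064). At an unadjusted limma p under 0.05, 5 of them were lower and 0 higher. In fatty acid oxidation 17 of 28 genes were positive (median 0.026), among them Hsd17b4 at 769 ± 70.4 against 668 ± 69.6 (0.21, SE 0.078).

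Of the 33 lists tested, genes that interferon induces had the median furthest from 0: 45 of 47 were negative, with a median of −0.38. Herc6 stood at 196 ± 49.4 with CPF and 295 ± 96.6 with vehicle (−0.56, SE 0.21; uncertain, as 13.7% of its exonic bases overlap Gm45193), Tap1 at 1757 ± 158 and 2364 ± 770 (−0.38, SE 0.16), and Oas2 at 39.1 ± 43.3 and 97.7 ± 93.9 (−1.49, SE 0.62). Mx1 (−0.39, SE 0.45), Mx2 (−0.42, SE 0.36) and Rsad2 (−0.33, SE 0.55), which Fig. 1e also shows, belong to this list. Their values were −0.084, −0.20 and 0.069 without vehicle replicate 2, and without CPF replicate 3 −0.24, −0.28 and −0.15. At the other end stood −0.63 and −0.59 for Mx1 and Mx2 without vehicle replicate 5 and −0.59 for Rsad2 without CPF replicate 1. Tap1 had −0.23 without vehicle replicate 2. Of 23 genes of cholesterol synthesis 20 were negative (median −0.19), such as Sqle at 575 ± 50.6 and 714 ± 132 (−0.30, SE 0.11), Stard4 (−0.35, SE 0.11, or −0.21 without vehicle replicate 2 and CPF replicate 1) and the regulator Srebf2 (−0.18, SE 0.072). Markers of preadipocytes and fibroblasts were negative in 16 of 18 (median −0.17), with Acta2 at 902 ± 189 and 1144 ± 224, and genes of adipocyte differentiation were positive in 18 of 22 (median 0.089), with Cebpa at 827 ± 105 and 691 ± 103. Cell cycle genes were negative in 24 of 30 (median −0.064). None of the genes named here passed limma over all genes, and adjusted over the list alone 0 thermogenic genes passed. In fatty acid oxidation 1 gene, Pdk4, passed over the list alone.

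By camera the adjusted p was 1.2e-09 for interferon (0.731 with an estimated correlation), 2.5e-05 for cholesterol synthesis (0.685), 0.00780 for preadipocyte and fibroblast markers (0.685), 0.0110 for the cell cycle (0.771), 0.0426 for adipocyte differentiation (0.771), 0.0534 for thermogenic genes (0.771) and 0.316 for fatty acid oxidation (0.875). Thermogenic genes passed as lower in 8 of 25 alternative fits and fatty acid oxidation as higher in 4. Of the 33 lists, among which the joined respiratory chain list is not counted, 9 passed as higher and 4 as lower, and 0 passed with an estimated correlation. The 9 include the genes of Fig. 1e, which the study chose from these libraries. The adipocyte differentiation call was lost without vehicle replicate 2, 3 or 5 or CPF replicate 2, 3, 4, 5 or 6 (adjusted p = 0.0521 to 0.294), with the lowest medians 0.046 without CPF replicate 6 and 0.059 without vehicle replicate 3. The cell cycle call was lost without vehicle replicate 5 (median −0.037, adjusted p = 0.181) or CPF replicate 1 (−0.013, 0.447). Without vehicle replicate 2 alone the medians were −0.16 for interferon, −0.11 for cholesterol synthesis and −0.085 for preadipocyte markers, with camera adjusted p of 7.8e-04, 0.00260 and 0.0370. Without CPF replicate 1 alone that of adipocyte differentiation was 0.24 (adjusted p = 0.265 with an estimated correlation).

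Medians within replicates 1 to 3 and 4 to 6 were −0.31 and −0.45 for interferon, −0.22 and −0.15 for cholesterol synthesis, −0.18 and −0.15 for preadipocyte markers, 0.0016 and 0.20 for adipocyte differentiation, −0.050 and −0.074 for the cell cycle, −0.13 and −0.045 for thermogenic genes, and −0.024 and 0.091 for fatty acid oxidation. Within replicates 1 to 3 the camera calls of preadipocyte markers (adjusted p = 0.0831), adipocyte differentiation (0.915) and the cell cycle (0.181) were lost. CPF replicate 1 was low in thermogenic genes (−0.73 from each gene's middle value), adipocyte differentiation (−0.71) and fatty acid oxidation (−0.64). Vehicle replicate 2 was high in interferon (1.43), cholesterol synthesis (0.43) and preadipocyte markers (0.58), and vehicle replicates 4 and 6 were also high in interferon (0.61 and 0.87), as was CPF replicate 1 (0.53). The thermogenic median was 0.068 without vehicle replicate 2 and CPF replicate 1, that of fatty acid oxidation 0.16 (camera adjusted p = 2.9e-09, 0.226 with an estimated correlation), of adipocyte differentiation 0.23, of interferon −0.29, of cholesterol synthesis −0.11, of preadipocyte markers −0.10 and of the cell cycle −0.014 (camera adjusted p = 0.504).

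The paper sets the transcript data at 4 h beside lower respiration, cytochrome c oxidase activity and membrane potential after 6 days of CPF. It sets aside a failure of differentiation, because lipid staining and differentiation markers did not differ after days of CPF, and reports that 4 h of CPF left mitochondrial function unimpaired. It states that these data point to transcriptional programs for brown fat mitochondria being inhibited at such low CPF.

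**Figure D4:**
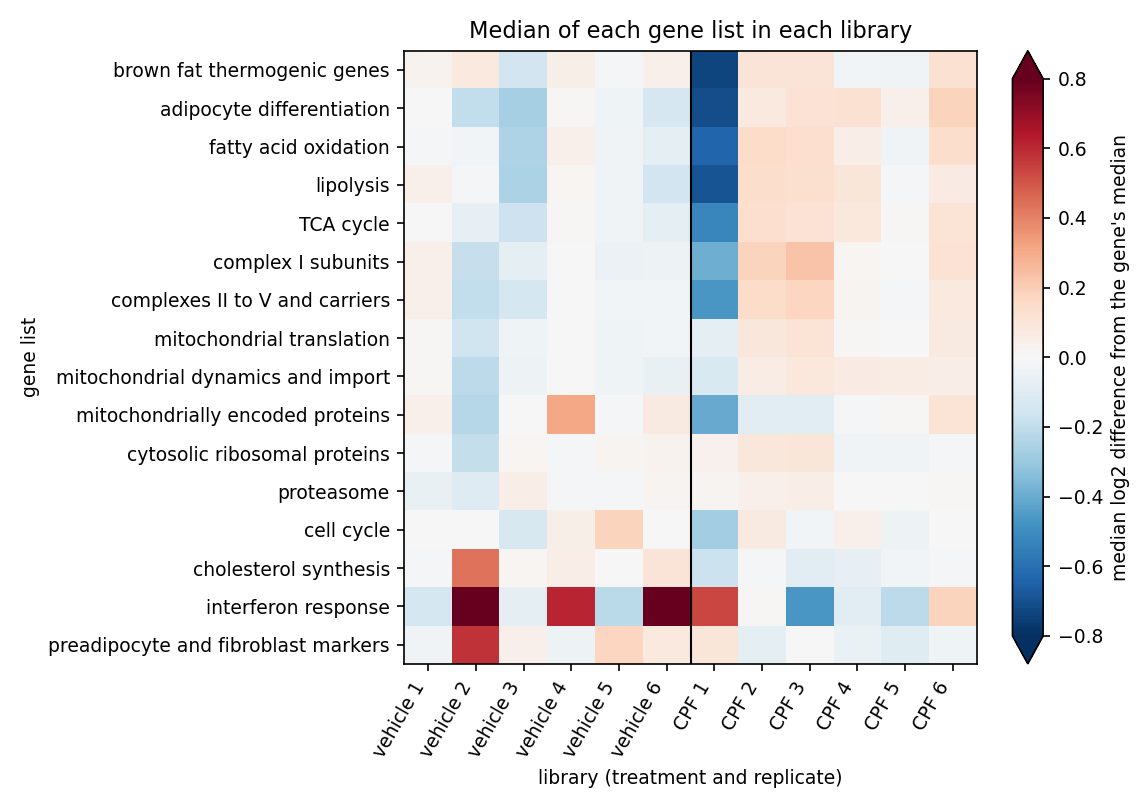
Median log2 difference from each gene's median over the 12 libraries, for 16 gene lists (vertical) and 12 libraries (horizontal, vehicle then CPF). Orange and blue mark values above and below 0. CPF replicate 1 and vehicle replicate 2 differ from their own groups in several lists.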

CPF is readily detected in a wide range of foods including fruits, vegetables, grains, beans, nuts, legumes, dairy, meat, fish, and eggs, at concentrations ranging from 0.002 to 436 μg/kg^44^. We examined the effects of CPF in male C57BL6J mice that were fed a control diet (CD, 10 kcal% fat) or high-fat diet (HFD, 45 kcal% fat) supplemented with two doses of CPF (5 or 20 mg/kg diet, which equated to an exposure of ~0.5 or 2 mg/kg body weight in mice fed a control diet housed at room temperature (CD-RT) with slightly lower exposure in HFD fed mice housed at thermoneutrality (TN, Supplementary Fig. 2a). In contrast to an acute gavage of CPF (100 mg/kg) which resulted in dramatic inhibition of ChE activity in the serum, we found that CPF in the diet did not inhibit acetyl-cholinesterase activity in skeletal muscle (Supplementary Fig. 2b and c), which is consistent to a previous study^34^.

Mice housed at room temperature (RT, 21–23 °C), common in most animal vivarium, are under cold stress and have increased sympathetic tone that upregulates basal metabolic rate through adaptive thermogenesis^7,45^. This elevation in basal metabolic rate masks the effects of diet-induced thermogenesis mediated through β-adrenergic driven activation of BAT UCP1 compared to housing mice at thermoneutrality (TN, 29–30 °C) as evidenced by the development of obesity in mice lacking UCP1 at TN but not RT. Thus TN housing is a temperature range for mice that better mimics a condition in which humans reside^45^ and as such recent studies have indicated that it more accurately models the development of metabolic diseases including obesity, insulin resistance, and NAFLD^46,47^. Therefore, mice were housed at either RT or TN. To the best of our knowledge, this is the first time an environmental toxicant has been tested in rodents housed at TN.

On a control diet, CPF supplementation did not influence body weight (Supplementary Fig. 3a, b), fat mass (Supplementary Fig. 3c, d), glucose tolerance (Supplementary Fig. 3e, f), or insulin sensitivity (Supplementary Fig. 3g, h) in RT or TN conditions. However, when mice were housed at TN and fed an HFD, CPF treatment increased body mass (Fig. 2a), adiposity (Fig. 2b), and reduced glucose tolerance (Fig. 2c), and insulin sensitivity (Fig. 2d) compared to non-CPF treated mice. Importantly, these effects were blunted in mice housed at RT such that only the highest dose of CPF (2.0 mg/kg) promoted weight gain, glucose intolerance, and insulin resistance (Supplementary Fig. 4a–e). Consistent with increased adiposity under TN-HFD-fed conditions (Fig. 2b, e), CPF increased the size of WAT lipid droplets (Fig. 2f) and elevated serum free fatty acids (FFA, Fig. 2g) and triglycerides (TGs, Fig. 2h). Consistent with increased obesity, insulin resistance and FFAs HFD-fed mice treated with CPF and housed at TN had increased liver weights (Fig. 2i), liver TGs (Fig. 2j, k) and serum ALT (Fig. 2l) and AST (Fig. 2m) indicative of greater NAFLD than HFD controls. Importantly, these effects of CPF were blunted when fed an HFD at RT and were not observed when mice were fed with CD indicating these markers of NAFLD/liver toxicity were likely secondary to the increased weight rather than toxicity to CPF (Supplementary Figs. 5 and 6, respectively). These data indicate that low concentrations of CPF, which do not inhibit AchE activity, when combined with TN housing and an HFD promote obesity, insulin resistance, and NAFLD.

**Fig. 2:**
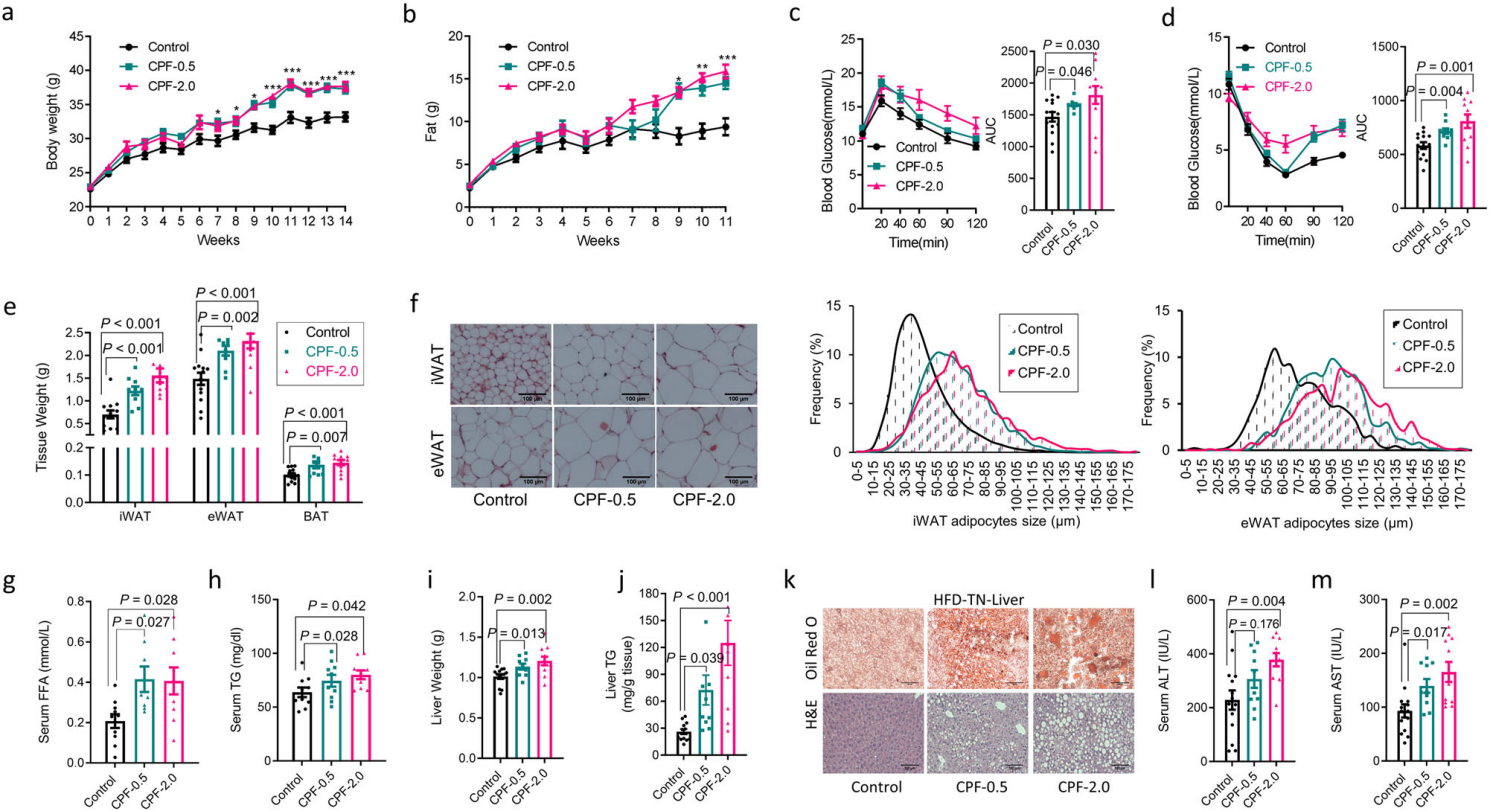
CPF promotes obesity and metabolic dysfunction in mice fed a high-fat diet and at thermoneutrality. C57BL/6J male mice were fed a HFD (45 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) chlorpyrifos and housed at thermoneutrality (TN, 30 °C) for 14 weeks. **a** Bodyweight. **b** Fat mass. **c** Glucose tolerance test. **d** Insulin tolerance test (ITT). **e** Adipose tissues weight. **f** Representative images of H&E stained inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT). **g** Serum-free fatty acid (FFA) level. **h** Triacylglycerol (TG) level. **i** Liver weight. **j** Liver TG concentration. **k** Representative images of Oil Red O-stained liver lipids and H&E-stained liver. **l** Serum alanine aminotransferase (ALT) level. **m** Aspartate aminotransferase (AST) level. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test. Data presented are mean ± SEM, *n* = 10, *p < 0.05, **p < 0.01, ***p < 0.001. Scale bar = 100 μm.

To investigate the mechanisms by which CPF promoted HFD-induced weight gain, caloric intake and energy expenditure were assessed in metabolic cages. Consistent with previous studies mice housed at TN had lower caloric intake compared to mice housed at RT^48^ and regardless of housing temperature, CPF increased caloric intake^36,49^ (Fig. 3a). No differences in physical activity were observed between groups (Fig. 3b). As anticipated, TN lowered absolute (not corrected for body mass) resting oxygen consumption compared to RT housing (Fig. 3c). Importantly, CPF suppressed oxygen consumption by ~15% in mice housed at TN but not RT (Fig. 3c). These data indicate that CPF suppresses energy expenditure at TN but not RT. To further examine whether reductions in energy expenditure were important for the weight gain observed in HFD-fed mice housed at TN, in separate experiments mice were fed with CPF and allowed ad libitum access to food or were pair-fed to controls (Fig. 3d). Importantly, even in the pair-fed group CPF treated mice had a strong tendency for higher body weight and increased adiposity after 9 weeks of HFD feeding when the amount of food intake was matched with that of the control mice (Fig. 3e and f). Collectively these data suggest that CPF reduces energy expenditure, contributing to the increased weight gain observed at TN.

**Fig. 3:**
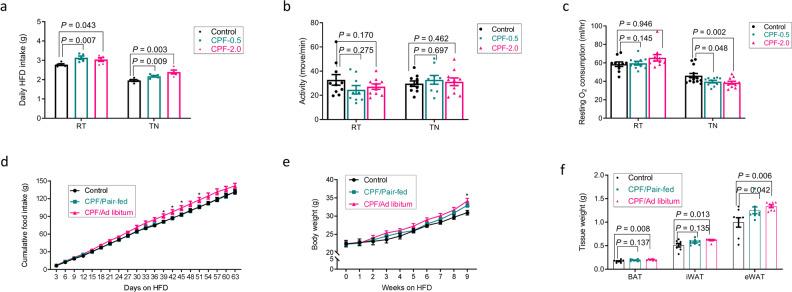
Dietary exposure to chlorpyrifos promotes weight gain in HFD-fed mice housed at thermoneutrality even in the absence of increased food intake. **a–c** C57BL/6J male mice were fed a HFD (45 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) chlorpyrifos and housed at thermoneutrality (TN, 30 °C) for 14 weeks. Daily food intake (**a**) was recorded weekly; animal activity (**b**) and resting O_2_ consumption rate (**c**) were measured in CLAMS; *n* = 10. **d–f** C57BL/6J male mice were treated with HFD (45 kcal% fat) supplemented with 0 (Control) or 2.0 mg/kg BW CPF for 9 weeks, the food provided to one group of the CPF mice (CPF/Pair-fed) was matched with that of the control group. The food intake (*n* = 4, **d**), body weight (*n* = 8, **e**), and fat tissue weight (*n* = 8, **f**) were measured. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test. Data presented are mean ± SEM, *p < 0.05.

Our data demonstrating reductions in oxygen consumption at TN, but not at RT with CPF, are similar to observations in UCP1 null mice, which also only develop HFD-induced obesity when housed at TN; an effect attributed to impairments in BAT diet-induced thermogenesis^7^, We found that in HFD-fed mice housed at TN, CPF reduced *Ucp1* mRNA and protein expression (Fig. 4a and b) and increased the size and number of lipid droplets (Fig. 4c) within the BAT. In addition to suppressing UCP1, transmission electron microscopy revealed an increased abundance of large mitochondria (Fig. 4d and e) with disrupted cristae (Fig. 4d and f). These effects of CPF on UCP1 and BAT morphology and mitochondria were not evident when mice were housed at RT (Supplementary Fig. 7). These data indicate that consistent with increased weight gain and metabolic dysfunction when mice are housed at TN, CPF reduces BAT UCP1 expression and mitochondrial morphology.

**Fig. 4:**
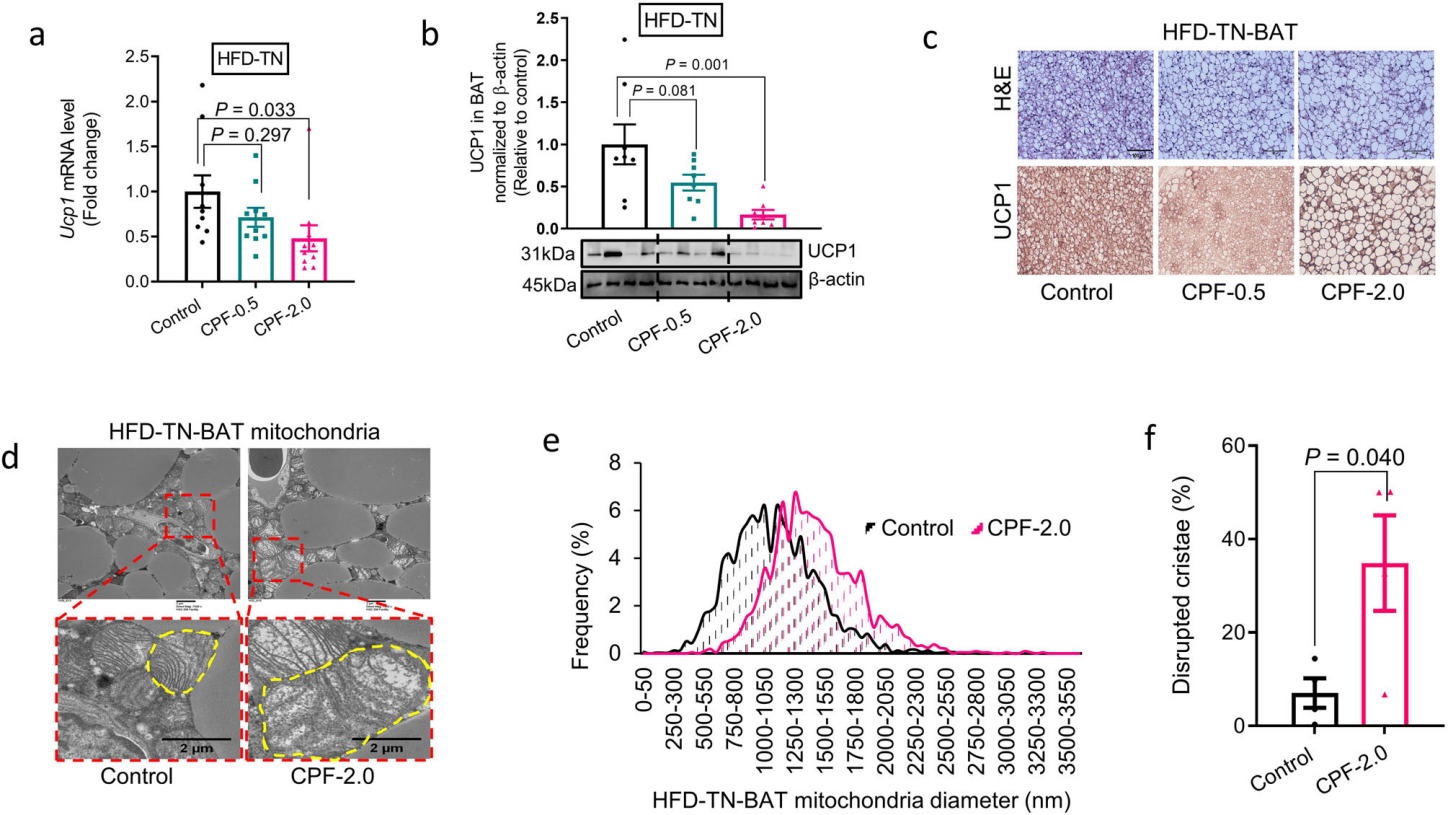
Dietary exposure to chlorpyrifos impairs mitochondrial function and thermogenesis in brown adipose tissue in vivo. C57BL/6J male mice were fed a HFD (45 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5), or 2.0 mg/kg/BW (CPF-2.0) chlorpyrifos and housed at thermoneutrality (TN, 30 °C) for 14 weeks. **a** mRNA expression level of *Ucp1* in BAT, *n* = 10. **b** UCP1 protein in BAT of mice at TN, *n* = 8. **c** Representative immunohistochemistry images showing UCP1 in BAT and H&E images, Scale bar = 100 μm. **d** Representative electron micrographs for mitochondria, scale bar = 2 μm. **e** Diameter distribution of mitochondria. **f** Quantification of disrupted mitochondria cristae, *n* = 4. Significant differences between 3 or more mean values were determined by one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test; differences between 2 mean values were determined by a two-tailed Student’s *t*-test. Data presented are mean ± SEM.

To directly test the hypothesis that CPF was suppressing diet-induced thermogenesis we conducted a subsequent study in which mice were housed at TN and fed an HFD with or without CPF for 5 weeks (Fig. 5a), a time point preceding any differences in body mass or adiposity (Supplementary Fig. 8a, b). Mice were then placed in metabolic cages and fasted overnight before refeeding. CPF-treated mice had similar oxygen consumption (Fig. 5b) and energy expenditure (Fig. 5c) during fasting. However, CPF-treated mice had an ~10% reduction in oxygen consumption and energy expenditure during refeeding (Fig. 5b and c) indicative of impaired diet-induced thermogenesis. Importantly, this was not due to differences in food intake during the refeed (Fig. 5d) or activity levels (Fig. 5e). These data suggest that CPF reduces energy expenditure by suppressing diet-induced thermogenesis.

**Fig. 5:**
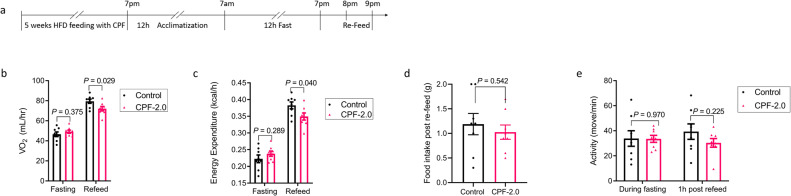
Chlorpyrifos inhibits diet-induced thermogenesis. C57BL/6J male mice were treated with an HFD (45 kcal% fat) supplemented with 0 (control) or 2.0 mg/kg/BW (CPF-2.0) chlorpyrifos for 5 weeks, followed by 12 h fasting and 2 h-refeeding. **a** A timeline showing treatment procedure. **b** Oxygen consumption. **c** Energy expenditure. **d** Food intake during 1 h refeed. **e** Physical activity levels from 6–7 p.m. (fasting) and from 7–8 p.m. (refeed). *n* = 10. Significant differences between mean values were determined by a two-tailed Student’s *t*-test. Data presented are mean ± SEM.

In mice diet-induced thermogenesis is mediated through norepinephrine stimulated β_3_-adrenergic receptor (β_3_-AR) activation, which results in activation of adenylyl cyclase, and subsequent increases in cAMP and PKA activity^50,51^. To examine whether this pathway may be altered with CPF, we measured cAMP in response to the pan beta-agonist isoproterenol and found that CPF reduced cAMP in isolated brown adipocytes (Fig. 6a). To examine potential mechanisms which might be contributing to this reduction in cAMP several experiments were completed. We first hypothesized that CPF may directly inhibit the β_3_-AR. We built a homology model of the β_3_-AR which was used as a starting structure to carry out classical molecular dynamic simulations (MD). Snapshots obtained from MD simulation were then used to dock CPF. The most populated docked pose shows that CPF is predicted to bind to the known pocket in the β_3_-AR and predominantly forms hydrophobic contacts and hydrogen bonds with S200. (Supplementary Fig. 9a) Surprisingly, the docking score of the most populated CPF docking pose was higher (−7.4 kcal/mol, lower the better) than cyanopindolol (−8.8 kcal/mol), a potent β-adrenergic receptor antagonist, suggesting a weaker binding. To validate the modeling observations, studies using a radioligand competition assay of CPF or its metabolite CPF-oxon with cyanopindolol were conducted. However, in contrast to the docking studies, we found that neither CPF nor CPF-oxon competed with cyanopindolol for β_3_-AR binding (Supplemental Fig. 9b). These data suggest that neither CPF nor its metabolite CPF-oxon directly bind the β_3_-AR.

**Fig. 6:**
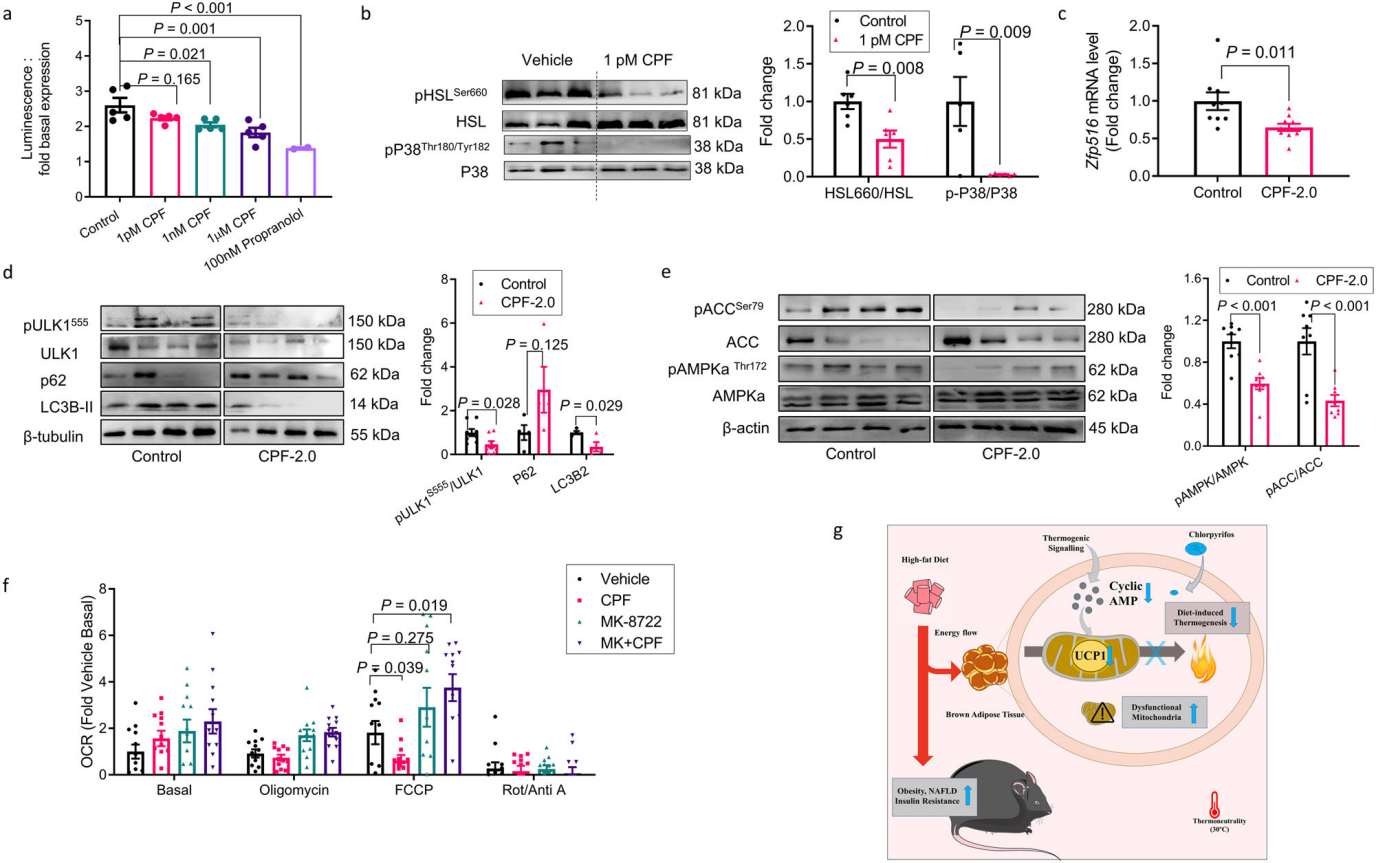
Chlorpyrifos inhibits diet-induced thermogenesis and β-adrenergic signaling in brown adipose tissue. **a** Mature brown adipocyte treated with vehicle or chlorpyrifos (CPF) or propranolol for 7 days. Fold change of cAMP levels in response to 30 min isoproterenol stimulations, *n* = 5. **b–e** Phosphorylation of HSL and p38 MAPK (**b**, *n* = 6); *Zfp516* mRNA expression (**c**, *n* = 10), pULK1^555^, ULK, p62, LC3B-II, pACC, ACC, pAMPKa^Thr172^ and AMPK proteins (**d**, **e**, *n* = 8) in BAT of C57BL/6J mice fed a HFD with 0 (control) or 2.0 mg/kg/BW (CPF-2.0) CPF and housed at thermoneutrality (TN, 30 °C) for 14weeks. **f** Oxygen consumption rate of brown adipocytes treated with MK-8722 and/or CPF for 6 days, *n* = 12. **g** Graphical abstract showing CPF induced obesity, non-alcoholic fatty liver disease (NAFLD), and insulin resistance by inhibiting diet-induced thermogenesis. Significant differences between three or more mean values were determined by one-way ANOVA with the post hoc Bonferroni’s multiple comparisons test; differences between two mean values were determined by a two-tailed Student’s *t*-test. Data presented are mean ± SEM.

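In the cultured brown adipocytes treated for 4 h, the beta-adrenergic receptor Adrb3 had a mean of 1396 ± 461 normalized counts with CPF and 1204 ± 211 with vehicle (mean ± SD, n = 6 each), a log2 fold change of 0.13 (SE 0.26). Adrb1 stood at 33.5 ± 7.22 and 30.5 ± 6.80 (0.14, SE 0.18). Of the phosphodiesterases, which break down cyclic nucleotides, Pde3b stood at 2015 ± 469 and 1823 ± 220 (0.11, SE 0.15), Pde4b at 1279 ± 369 and 1110 ± 184 (0.18, SE 0.15) and Pde7b at 15.1 ± 3.19 and 11.6 ± 5.11 (0.42, SE 0.25). In all, 10 of 15 tested phosphodiesterases had a positive log2 fold change (median 0.11). Of 7 adenylyl cyclases, which make cAMP, 6 were negative (median −0.12), with Adcy3 at 1092 ± 98.8 and 1188 ± 142 (−0.12, SE 0.081) and Adcy4 at 25.5 ± 9.27 and 34.2 ± 8.24 (−0.44, SE 0.21).

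Of the 25 tested genes of these families, limma called 0 over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and edgeR and DESeq2 called 0. A two-sided exact permutation test gave p = 0.491 for Adrb1, 0.714 for Adrb3, 0.526 for Pde3b and 0.368 for Pde4b (0.712 to 0.714 when adjusted over the 6 genes for which this test was set beforehand). By camera the adjusted p was 0.199 for the cyclases, 0.296 for the phosphodiesterases and 0.649 for all 25 genes together. These tests do not exclude differences that reach beyond the standard error on either side of each log2 fold change.

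The median of the cyclases was −0.026 without CPF replicate 1, −0.044 without CPF replicate 3 and −0.078 without vehicle replicate 4 or 6, and turned to 0.0061 without CPF replicate 1 and vehicle replicate 2. Within replicates 1 to 3 and 4 to 6 it was −0.16 and −0.0039. That of the phosphodiesterases was 0.053 without CPF replicate 1, 0.068 and 0.073 without vehicle replicates 2 and 3, 0.063, 0.072 and 0.064 without CPF replicates 4, 5 and 6, and −0.0023 and 0.046 within the sets of replicates. All 25 genes had a median of 0.023, which turned to −0.0048 without vehicle replicate 6, reached 0.073 without vehicle replicate 5 and was 0.052 without CPF replicate 1, where camera passed (adjusted p = 0.0459, 0.254 with an estimated correlation). It passed too with vehicle replicate 2 also left out (0.053, camera adjusted p = 0.0302, 0.219 with an estimated correlation).

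Within replicates 1 to 3 and 4 to 6 the log2 fold changes were −0.042 (SE 0.39) and 0.31 (SE 0.18) for Adrb3, 0.39 and −0.11 for Adrb1, −0.014 and 0.24 for Pde3b, 0.31 and 0.041 for Pde4b, and 0.73 and 0.11 for Pde7b. With 1 library left out Adrb1 ran from 0.016 (without vehicle replicate 1) to 0.22 (vehicle replicate 2), Adrb3 from 0.033 (CPF replicate 6) to 0.39 (CPF replicate 1), Pde3b from 0.046 (CPF replicate 4) to 0.25 (CPF replicate 1) and Pde4b from 0.040 (CPF replicate 1) to 0.26 (vehicle replicate 3). In CPF replicate 1, which stood apart from its group, Adrb3 was 537, against 1309 or more in the other 5 CPF libraries. Without it and vehicle replicate 2, Adrb3 had a log2 fold change of 0.34 (SE 0.12, limma adjusted p = 0.229), Adrb1 0.13, Pde3b 0.21, Pde4b 0.020 and Adcy3 −0.015, and the 25 genes together had a median of 0.053 (camera adjusted p = 0.0302, 0.219 with an estimated correlation).

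**Figure D5:**
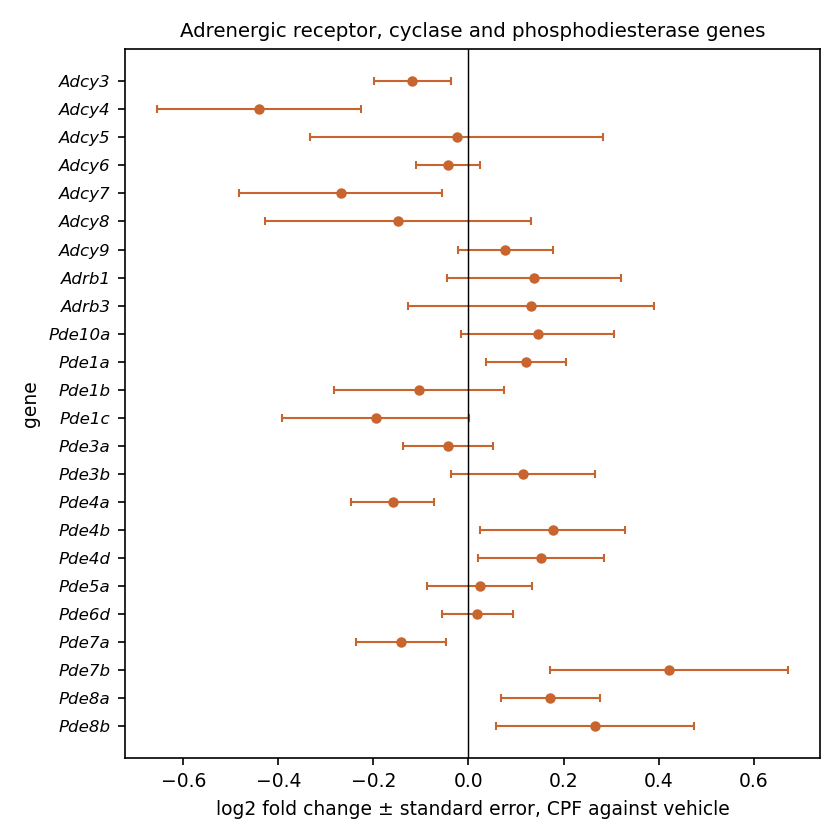
Log2 fold change, CPF over vehicle, with its standard error, of 24 genes of the Adrb, Adcy and Pde families. The cyclases lie mostly under 0 and the phosphodiesterases mostly above, with wide errors.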

We subsequently interrogated the hypothesis that CPF could be reducing cAMP by altering the expression of β-ARs (*Adrb*), adenylyl cyclase (*Adcy*)*, or* phosphodiesterases (*Pde*) but found no change in isolated BAT cells (Supplementary Fig. 9c–e). In addition to direct binding or alterations in expression, cAMP production is dependent on membrane localization of adenylate cyclase therefore we subsequently examined whether this might be reduced by CPF treatment. Interestingly, CPF lead to a reduction of membrane-bound ADCY3 with a corresponding increase in cytoplasmic localization (Supplementary Fig. 9f). These data suggest that CPF may reduce cAMP by reducing membrane localization, however, the exact mechanisms that contribute to this effect require further investigation.

To examine the downstream consequences of this reduction in cAMP we measured the phosphorylation and activation of hormone sensitive lipase (HSL), p38MAPK, and AMP-activated protein kinase (AMPK), which are important for increasing lipolysis, UCP1 expression, and mitophagy respectively^50–53^. Reductions in cAMP in isolated brown adipocytes (Fig. 6a) were associated with reduced activating phosphorylation of HSL (Ser660) and p38MAPK (Fig. 6b); effects similar to the pan-beta antagonist propranolol (Supplementary Fig. 10a). Reductions in the phosphorylation of PKA, HSL, and p38 MAPK were also observed in BAT of CPF-treated mice fed an HFD and housed at TN (Supplementary Fig. 10b–d). Concomitant with these reductions in cAMP the expression of *Zfp516*, a cAMP-responsive transcription factor regulating UCP1^54^, was also reduced (Fig. 6c).

Treatment of mouse and human BAT cells with norepinephrine increases cAMP and AMPK activity^55^. Similar to CPF-treated mice, mice lacking AMPK in BAT have an increased abundance of large mitochondria with disrupted cristae, an effect which is mediated through AMPK-induced increases in mitophagy^55^. We found that consistent with mice genetically lacking AMPK in BAT, CPF-treated mice and BAT cells have reduced activating phosphorylation of AMPK and ULK1 and reduced accumulation of LC3B-II and increased p62, the latter being two markers of reduced autophagic flux (Fig. 6d and Supplementary Fig. 10e). There was also reduced phosphorylation of ACC, another downstream substrate of AMPK important for regulating fatty acid oxidation and fatty acid synthesis (Fig. 6e and Supplementary Fig. 10e). To test whether this inhibition of AMPK was important for mediating the inhibitory effects of CPF on mitochondrial function, brown adipocytes were treated with the highly selective AMPK agonist MK-8722^56^ which eliminated the ability of CPF to suppress mitochondrial uncoupling by FCCP (Fig. 6f). These data indicate that CPF reduces BAT cAMP and downstream signaling leading to reductions in UCP1 and pathways critical for controlling mitochondrial function.

## Discussion

A small imbalance between energy expenditure and energy intake/absorption increases adiposity and over time can lead to the development of obesity. Due to the lipophilicity of environmental toxicants, adipose tissue is the major site of environmental toxicant accumulation^57,58^. In agreement with previous studies^35–38^, we found that treatment of HFD-fed mice with 2.0 mg/kg body weight of CPF increased caloric intake and promoted obesity, insulin resistance, and NAFLD when mice were housed at RT. Interestingly no effect of this dose was observed on metabolic parameters when this dose of CPF was combined with the control low-fat diet indicating important interactions between CPF and dietary fat. Importantly, this dose of CPF is below that associated with the inhibition of acetyl-cholinesterase activity or toxicity and is more aligned with real-world exposures in humans^39,59^.

When mice are housed at TN, but not RT, a low concentration of CPF (0.5 mg/kg body weight) promotes weight gain, insulin resistance, and NAFLD. To the best of our knowledge, this is the first toxicological study conducted in rodents that have been completed under TN conditions. The findings demonstrating effects of low concentrations of CPF at TN, but not RT, are consistent with recent studies that have highlighted that RT does not allow for accurate modeling of human disease due to increased thermogenic demands that mask biological processes that occur in humans who predominately reside at TN^60^. A key reason for this is because at RT mice require adaptive thermogenesis to maintain their body temperature which in turn masks diet-induced thermogenesis. Therefore, the observation of increased weight gain at TN but not RT, despite increases in caloric consumption under both housing conditions, suggested that low dose CPF may be inhibiting diet thermogenesis and this could be critical for mediating the increased weight gain. Consistent with this hypothesis pair-feeding experiments indicated that CPF mice housed at TN who were calorically matched to the lower food intake of controls still gained more weight suggesting reductions in energy expenditure were important. To further examine whether diet-induced thermogenesis was critical for the weight gain mice were housed at TN and fed an HFD containing CPF for 4 weeks, and before any differences in adiposity emerged, were fasted and refed in metabolic cages. These experiments demonstrated that despite similar activity levels and food consumption, oxygen consumption was reduced in CPF-treated mice during refeeding. These findings indicating that CPF suppresses diet-induced thermogenesis indicate a mechanism by which CPF promotes obesity and metabolic dysfunction. They also suggest that since to date all environmental toxicants have been tested in rodents housed at RT, the effects of these chemicals on human health may have been underestimated and therefore additional toxicological testing at TN may be important.

BAT and UCP1 are important for diet-induced thermogenesis in both mice and humans^50^. Increased weight gain and metabolic dysfunction in mice treated with low doses of CPF housed at TN were associated with a reduction in UCP1 and alterations in BAT mitochondria morphology. Interestingly, this effect was not observed when mice are housed at RT potentially because of the increased adrenergic drive which may have overridden the suppressive effects of CPF. These findings are in agreement with our observations in vitro that low pM concentrations of CPF suppress cAMP and downstream signaling pathways in BAT cells, effects associated with reductions in UCP1 expression, mitochondrial function, and oxygen consumption. In rodents, diet-induced thermogenesis is dependent on norepinephrine-induced activation of the β3-AR and UCP1 and in the current study, CPF exposure led to reductions in both cAMP and UCP1. We hypothesized that this may be due to binding of CPF to the β3-AR or reductions in β3-AR expression levels, however, we found no effect of CPF on either of these parameters. Previous studies in developing neurons found that CPF may reduce the activity of adenyl cyclase^61^ and consistent with this observation we observed a reduction in membrane localization. The exact mechanisms contributing to this effect are unknown however one possibility is that given that CPF and its active metabolite CPF oxon has been shown to disrupt microtubule networks this may be affecting intracellular localization^62^. Additional studies are needed to further investigate the mechanisms by which CPF reduces adrenergic signaling in BAT.

One of the limitations of our study is that we only examined the effects of CPF in male mice. It is known that CPF interacts with sex hormones^63^ and steroid hormone receptors^64^. In terms of the neurotoxic effects, males are more susceptible to organophosphates than females^65^. However, as reviewed^66^, women may be more vulnerable to environmental pollution than men mainly because of the physiological differences caused by sex steroids. With a larger relative fat mass, women have a larger distribution volume for lipophilic substances than men^66^. Indeed, in aged human beings, concentrations of organochlorine pesticides are elevated in females^67^. Females may also have higher levels of thermogenic BAT than males^68^. Upon adrenergic activation, women have more potential to induce browning of perirenal adipose tissue than men due to sex-specific intrinsic factors^69^ and have higher lipolytic activities^70^. Interestingly, females exhibit higher DIT than males at 20 °C but lower DIT than males at TN^71^. Future studies examining the effects of CPF in female mice are needed.

In conclusion, our study modeled the effects of an environmental toxicant under TN housing conditions. These studies have revealed that in addition to promoting food intake, CPF suppresses diet-induced thermogenesis in BAT and this exacerbates the development of obesity, NAFLD, and insulin resistance even at low doses which have no effect in mice housed at RT. These studies suggest that the effects of environmental toxicants on the development of obesity may have been underestimated as all studies to date have been conducted in mice housed at RT. Future studies examining the mechanisms driving reductions in β-AR signaling and whether there are associations between BAT metabolic activity and CPF in humans will be important.

## Methods

### In-vitro analysis

#### Immortalized brown adipocyte cell line generation

Cell lines were created from either FVB/N mice (wildtype immortalized brown adipocytes) or UCP-1-Luc2-TdTomato reporter mouse (immortalized UCP-1 reporter brown adipocytes), also known as the “ThermoMouse”^32^ using reported techniques^72^. Briefly, BAT tissue was harvested from 4-day-old pups and subsequently digested with collagenase II, filtered, and plated. Isolated cells were then infected with a retrovirus created by transfecting Phoenix-ECO cells with a pBABE-SV40 plasmid from Addgene. Cells positive for SV40 were selected for 7 days using 2 µg/ml puromycin antibiotic and underwent a 14-day treatment with the antibiotic ciprofloxacin (10 µg/ml) in order to eliminate any mycoplasma contamination in the cells. UCP-1 Luc2-TdTomato (UCP-1 reporter line) was used for all luciferase assays to quantify UCP-1 promoter activity. For the cyclic AMP assay wildtype immortalized brown adipocytes were transfected with Promega pGloSensor-22F which can detect dynamic changes in cyclic AMP from concentration 0.003–10 µM in living cells.

#### Immortalized murine brown adipocyte culture

Immortalized brown adipocytes were cultured in high glucose DMEM (Gibco^TM^) containing 10% fetal bovine serum and 1% antibiotic–antimycotic solution. For differentiation, confluent cells were placed in induction media (0.5 mM IBMX; 0.125 mM indomethacin; 0.2 μg ml^−1^ dexamethasone; 1 nM T3, 20 nM insulin) for 2 days and subsequently maintained on differentiation media (1 nM T3, 20 nM insulin) for 7 days. For all cell experiments, cells were fully differentiated prior to compound or vehicle (≤0.1% dimethyl sulfoxide; DMSO) treatment.

#### Cyclic AMP assay

Cells were grown to confluence and fully differentiation as described above. Fully differentiated cells were seeded into 96-well assay plates at a 1:1 dilution based on well area. Following 48 h post-seeding, cells were treated with vehicle, CPF, or positive control propranolol for 7 days. Fresh media containing compound concentrations was added every 48 h. On day 7 a kinetic luciferase assay was performed. A 30 min basal read was first obtained, followed by a 100 nM isoproterenol injection and a 30 min stimulated kinetic read. Cyclic AMP activity is expressed as luminescence (RLU). Data are expressed as fold basal change (stimulated read (5–20 min)/basal read (5–30 min)).

#### MitoTracker staining

After washing with PBS, cells were treated with 200 nM MitoTracker Red and 100 nM MitoTracker Green staining solutions in DMEM (serum-free) for 25 min at 37 °C. Cells were then washed with PBS and stained with 1 µg/ml DAPI in DMEM. Images were taken using fluorescence microscopy and quantified using Image J.

#### Cytochrome c oxidase activity

Wildtype immortalized murine brown adipocytes were differentiated in 12-well plates. Cytochrome c oxidase activity was determined calorimetrically. The reaction mixture containing potassium phosphate buffer, reduced cytochrome c, and ddH_2_O, and cell lysate. Absorbance was immediately read at 550 nm wavelength for 3 min using SpectraMax M5 plate reader. The reaction was performed at 37 °C and cytochrome c oxidase activity was calculated as Eq. (1):

1 $${{\mathrm {Activity}}}=\frac{\triangle {{\mathrm {OD}}}/{{\mathrm {reaction}}}\,{{\mathrm {time}}}}{{{\mathrm {protein}}}\,{{\mathrm {concentration}}}\times {{\mathrm {sample}}}\,{{\mathrm {volume}}}}\times \frac{{{\mathrm {reaction}}}\,{{\mathrm {volume}}}}{{{\mathrm {exctinction}}}\,{{\mathrm {coefficient}}}\times {{\mathrm {path}}}\,{{\mathrm {length}}}}$$

An extinction coefficient of 18.5 mmol^−1^ cm^−1^ (reduced cytochrome c), a path length of 0.625 cm, and a reaction volume of 0.0002 L were used. Protein was quantified during final calculations to determine the activity of enzyme per µg of protein. Each sample was run in triplicate on a 96-well plate.

#### In vitro respiration assay of brown adipocytes

The immortalized brown preadipocytes cell line were fully differentiated in a 75 cm^2^ flask, then transferred to a 96-well flat-bottomed OxoPlate (OP96C, PreSens Precision Sensing) at a dilution of 1:8 by culture area. Before the assay, cell culture media was replaced with 200 μl respiration medium (minimal DMEM-D5030 supplemented with 10 mM HEPES, 25 mM glucose, 31 mM NaCl, 2 mM sodium pyruvate, 2 mL l-glutamine, and 4% BSA, pH = 7.4), covered by 75 μl heavy mineral oil and prewarmed at 37 °C in a SpectraMax M5 plate reader (Molecular Devices, San Jose, CA, USA) for 45 min. For calibration, each plate contained six wells of 0% O_2_ standard (H_2_O with 10 mg/mL sodium sulfite) or 100% O_2_ standard (respiration media). The plate was kinetically read prior (basal) and following the addition of 2.5 μM oligomycin, 1 μM FCCP or 2 μM Rotenone +2 μM Antimycin A injections for 20 min. Oxygen levels were calculated according to the manufacturer’s manual.

#### RNA-sequencing analysis

TMCON brown pre-adipocytes were differentiated in 24-well plates and treated with 1 pM CPF on day 9 of differentiation. Cells were treated for 4 h in Krebs–Ringer bicarbonate buffer (Sigma-Aldrich) supplemented with 10 mM HEPES (Janssen Pharmaceuticals, 3a2440 Geel, Belgium), 1 mM CaCl_2_, and 1% fatty-acid free Bovine Serum Albumin (BSA) (EquiTech Bio Inc., TX, USA) at pH 7.4. Cell lysates were collected by administering 175 µL per well of RNeasy Lysis Buffer (RLT) (Qiagen, Hilden, Germany) supplemented with 143 mM beta-mercaptoethanol (Sigma-Aldrich) and vortexing until cells lifted from plates. Once cells were lifted from plates, 175 µL of 70% ethanol was added to each well, and lysates were transferred to a High Pure Filter tube from Roche RNA Isolation Kit (Roche Diagnostics, Mannheim, Germany). RNA isolation was done as outlined by manufacturers' specifications.

Raw sequencing reads (~12.5 million paired-end per sample; 50 base pairs each) were assessed for quality (such as GC content, PHRED scores, synthetic aptamer content, and sequence length) using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmomatic^73^ (default parameters) was used to trim low-quality reads, with the final set of reads aligned to the Ensembl *Mus musculus* (GRCm38.92) genome using HISAT2^74^ (default parameters). The number of reads mapping to each gene was identified using htseq-count, with stranded set to “reverse”, minimum alignment quality set to 10, feature type set to “exon” and “simple” advanced options. Mouse GTF gene annotation reference files were obtained from Ensembl. DESeq2^75^ (default parameters) was used to normalize these data and a custom python script (McArthur) was used to convert the DESeq2 output into a ranked list of genes. The ranked list was used as input for Gene Set Enrichment Analysis (GSEA)^76,77^, which was conducted using Cytoscape^78^. GSEA was performed using 1000 permutations, a false discovery rate cut-off of 25%, and a mouse gene set database from the Bader Lab at the University of Toronto (http://download.baderlab.org/EM_Genesets/current_release/Mouse/).

#### Oil red O staining and quantification

Cells were rinsed with PBS and fixed with 10% formalin for 40 min at RT. Fixed cells were incubated with Oil-Red O staining solution (Sigma Aldrich) for 10 min and then rinsed in 60% isopropanol to remove excessive Oil-Red O. Following imaging, Oil Red O stain was solubilized in isopropanol, and absorbance measures were taken at 510 nm utilizing Asys UVM340 microtiter plate reader.

#### Radioligand ADRB3-binding competition assays

Radioligand-binding competition activity was tested on the recombinant adrenergic β3 receptor for CPF and CPF oxon utilizing filtration binding assays by Epics and Euroscreen FAST (Belgium). Assays were performed in a 96-well plate (Master Block, Greiner, 786201), in duplicate. Binding buffer (25 mM Hepes pH 7.4, 1 mM EDTA, 0.5% BSA, 10 µg/ml saponin), membranes prepared from β3-receptor-expressing CHO-K1 cells (2 µg protein/well), radiotracer ^125^I-Cyanopindolol (0.165 nM final assay concentration) and test compound were utilized. A total of 9 concentrations were assessed per test compound between 0.0001 and 10,000 nM in duplicate. The assay was performed using reference competitor ZD 7114 (Tocris Pharmaceuticals) a β3 agonist. Nonspecific binding was determined by co-incubation with 200-fold excess of a cold competitors. The samples were incubated in a final volume of 0.1 ml at 25 °C and for 30 min and then filtered over GF/B Unifilter plates presoaked for 2 h in 0.5% BSA. Filters are washed nine times with 0.5 ml of ice-cold washing buffer (25 mM Hepes pH 7.4, 0.5 M NaCl) and 50 µl of Microscint 20 (Packard) are added to each well. The plates were incubated for 15 min on an orbital shaker and then counted with a TopCountTM for 1 min/well. Dose–response data from test compounds were analyzed with XLfit (IDBS) software using nonlinear regression applied to a sigmoidal dose–response model.

### In-vivo analysis

#### Housing and diet

All experiments were approved by the McMaster University Animal Ethics Committee and conducted under the Canadian guidelines for animal research. All mice used in this study were ordered at 7-week-old C57BL/6J males (JAX^®^, The Jackson Laboratory). They were housed in specific pathogen-free microisolator cages located in a room maintained at a constant temperature of 22 (room temperature, RT) or 30 °C (thermoneutrality, TN) on a 12-h light–dark cycle with lights on at 7:00 a.m., the humidity was 40–60%. The mice were fed a control diet (CD, 10 kcal% fat; D12450H research diet) or a high-fat diet (HFD, 45 kcal% fat; D12451 research diet) for 14 weeks. To avoid AChE inhibition^78^ and mimic the level of environmental CPF exposure, the low dose CPF diet was supplemented with 2 mg/kg/DT (per kg diet) CPF for the first week; 3 mg/DT diet CPF (Toronto Research Chemicals, C425300, ON) for the second and third weeks and 5 mg/kg/DT CPF for 11 weeks, to provide 0.5 mg/kg/BW (per kg body weight) CPF. High dose CPF was 4 times the low dose. Based on food intake the actual CPF intake of each group was lower than the designed doses (Supplementary Fig. 2a). Diets and water were provided to the animal’s ad libitum.

#### Body composition measures

Bodyweight (per mouse, *n* = 10) and body composition via Bruker’s minispec Whole Body Composition Analyzer software and (Bruker-LF90-MRI) were monitored weekly.

#### Metabolic testing

Glucose- and insulin-tolerance tests (GTT and ITT) were performed after 12 and 13 weeks of treatment respectively. Mice were fasted for 6 h and intraperitoneally injected with glucose (1 g/kg in saline) or insulin (0.7 U/kg for CD mice and 1 U/kg for HFD mice). Blood samples were collected by tail vein bleed and analyzed using a glucometer (Accu-Chek^®^, Roche, 04680448003) immediately before and at 20, 40, 60, 90, and 120 min after injection of glucose or insulin.

Metabolic cages, Columbus Instruments Comprehensive Lab Animal Monitoring System (CLAMS), and Oxymax software (Columbus Instruments) were used to obtain VO_2_, VCO_2_, food intake, and activity data.

#### Diet-induced thermogenesis measures

Mice were fed with HFD (45 kcal% fat) supplemented with or without 20 mg/kg CPF for 5 weeks. Prior to 12 h of fasting, mice were placed in the CLAMS for 12 h for acclimatization and motoring the basal metabolic rate and activities from 7 p.m. to 7 a.m. Mice were then fasted from 7 a.m. to 7 p.m. and re-fed with 2 g of respective diet at 7 p.m. the following day.

#### Tissue processing, histological examination, and transmission electron microscopy (TEM)

Tissues for histology were fixed in 10% neutral buffered formalin for 12 h at 4 °C, embedded in paraffin, and sectioned (5 µm thickness). Following deparaffinization, tissue sections were used for Hematoxylin-eosin (H&E) staining or immunostaining. The size of adipocytes was measured (three images per mouse) using Image J (NIH), representative images were selected according to the average adipocyte size. For immunostaining, sections were heated in citrate buffer for 20 min, blocked with 5% goat serum in TBS containing 0.3% Triton X-100 for 2 h, then incubated sequentially with primary antibodies overnight and secondary antibody for 1 h. The color was developed using a VECTOR^®^ NovaRED^TM^ Peroxidase (HRP) Substrate Kit (#SK-4800, Vector Laboratories). Sections were then mounted with a mounting medium (Vector Lab, Burlingame, CA). For liver used for lipid staining, tissues were infiltrated with 30% sucrose for 24 h after formalin fixation, then embed with OTC and frozen in isopentane cooled in liquid nitrogen. Cryo-sections of 10-µm-thick were rinsed with PBS, then stained with Oil Red O for 10 min, washed with 60% isopropanol for three times then mounted with an aqueous mounting media for further imaging.

Cell fractions of BAT tissue were isolated using a Membrane and Cytosol Protein Extraction kit according to the manufacturer’s instructions (Beyotime, Cat. No. P0033, Shanghai, China).

For transmission electron microscopy (TEM), four interscapular BAT in each group were randomly selected and fixed in 2% glutaraldehyde (2% v/v) in 0.1 M sodium cacodylate buffer (pH 7.4) for 24 h. Tissues were sectioned on a Leica UCT ultramicrotome and picked up onto Cu grids. Sections were post-stained with uranyl acetate and lead citrate. The sectioning was performed by the electron microscopy group at McMaster University Medical Center. Mitochondria sizes was analyzed using Image J (NIH). The number of total mitochondria and mitochondria with disrupted cristae were counted. Cristae with any observable disorganization, vacuolization, or dissolution of cristae within mitochondria were categorized as disrupted. For each animal, more than 20 images were taken and analyzed. Researchers were blinded during image capturing and quantification. Representative images were selected according to the quantification data.

#### Pair-feeding experiments

Food intake of the control animals was measured every 3 days and the amount of food was provided to the pair-fed group in the following 3 days. For most of the time, the pair-fed animals treated with CPF ingested all the provided food. The difference in cumulative food intake of control and pair-fed mice was <0.1 g.

#### AChE activity assay

Acetylcholine esterase activity was measured in mouse skeletal muscle (hindlimb) and serum using Acetylcholinesterase Activity Assay Kit (Sigma-Aldrich Cat# MAK119). Skeletal muscle samples were homogenized in 0.1 M phosphate buffer (pH 7.5), centrifuged at 12,100×*g* for 5 min, and the supernatant was obtained. Diluted serum samples or supernatant from skeletal muscle samples was utilized as per the manufacturer’s instruction. AChE activity was then normalized to protein content in the homogenates determined using the PierceTM BCA Protein Assay Kit. The assay utilizes the Ellman method in which thiocholine reacts with 5,5-dithiobis (2-nitrobenzoic acid) to produce a colorimetric product indicative of AChE activity.

#### Immunoblotting analysis

Proteins were extracted from tissue or cells using cell lysis buffer (50 mM HEPES pH 7.4, 150 mM NaCl, 100 mM NaF, 10 Napyrophosphate, 5 EDTA mM, 250 mM sucrose, 1 mM DTT, and 1 mM Na-orthovanadate, 1% Triton X and Complete protease inhibitor cocktail (Roche)). Samples (1 μg/μL) were prepared in 4× SDS sample buffer and boiled at 95 °C for 5 min. Sample proteins were separated in a 10% or 12% SDS–PAGE gel and transferred to a PVDF membrane at 100 V for 90 min. Membranes were blocked with 5% skim milk in TBST (50 mM Tris–HCl, 150 mM NaCl, 0.05 % Tween 20) for 1 h. Subsequently, membranes were subject to primary antibody (1:1000 dilution) in TBST (with 5% BSA) overnight at 4 °C and then incubated with secondary antibody (1:1000 dilution) at room temperature for 1 h. Protein bands were imaged using electrochemiluminescence and analyzed using Image J software (National Institutes of Health, Bethesda, USA). Antibodies against pACC^S79^ (#3661), ACC (#3662), pAMPKα^T172^ (#2535), AMPKα (#2532), pULK1^S555^ (#5869), ULK1 (#8054), p-HSL^S660^ (#4126), HSL (#4107), LC3B (#2775), p38 (#8690), p-p38 (#9211), p62 (#5114), pPKA substrate (#9621) and p62 (#5114) were purchased from Cell Signaling (Danvers, MA). Antibody against UCP1 (#UCP11-A) was purchased from Alpha Diagnostic International. Antibody against β-tubulin (#32-2600) was purchased from Invitrogen.

#### Tissue and serum triglyceride determination

Approximately 50 mg of tissue was homogenized in chloroform:methanol (2:1) and a portion of the organic phase was dried down and suspended in isopropanol. Serum or tissue samples were assayed for triglyceride amount using a Triglyceride Colorimetric Assay Kit (Cayman Chemical, MI).

#### RNA isolation and quantitative real-time PCR (qRT-PCR)

Total RNA was isolated using TRIzol (Life Technologies, Grand Island, NY, USA) and purified using an RNeasy kit (QIAGEN) column. cDNA was synthesized using iScript™ cDNA Synthesis Kit (Bio-Rad, Hercules, CA). qRT-PCR was performed in a qPCR thermocycler (Corbett Rotor Gene 6000, MBI, QC, Canada) using TaqMan primers purchased from Invitrogen (Supplementary Table 1). Relative gene expression was calculated using the comparative Ct (2^−ΔΔCt^) method, where values were normalized to a housekeeping gene (*Ppia*).

### In-silico analysis

#### Docking of CPF to β_3_-AR

To predict the binding pocket and binding mode of CPF in human beta-3 adrenergic receptors (β_3_-AR), we employed an approach combining molecular dynamics (MD) simulations and docking calculations. Since the experimental 3-D structure of β_3_-AR is unavailable, we used the multiple sequence alignment approach to build a homology model. a β_3_-AR homology model was used as a starting structure to carry out classical MD simulation. The MD simulations were performed using GROMACS v5.1.2^79^. AutoDock Vina^80^ was then used to dock CPF to the 100 snapshots each of β_3_AR extracted from the MD simulation to determine the pocket and high scoring pose.

#### β_3_-AR multiple sequence alignment and model building

The amino acid sequence of *β*_*3*_*-AR* was downloaded from UniProt (http://www.uniprot.org/) using accession number P13945. A template structure search was first carried out using SWISS-MODEL (https://swissmodel.expasy.org/). The template structures with a sequence identity > 50% and high GMQE score was selected for building the three-dimensional (3-D) structure of β_3_-AR. The selected template structures were chain B of activated turkey β_1_-AR (56.33%; PDB ID: 6H7J)^81^ and chain A of human β_2_-AR (50%; PDB ID: 3NY8)^82^. MODELLER v9.20^83^ was then used to perform multiple sequence alignment and generate the 3-D structure of β_3_-AR. Prior to multiple sequence alignment, the G protein-like antibody, T4-lysozyme, seen in the template structure of human β_2_-AR was removed. Five 3-D structures of β_3_-AR were generated. Stereochemical checks were performed using the SWISS-MODEL structure assessment tool (https://swissmodel.expasy.org/) on all five structures and the best was chosen based on minimal stereochemical deviation and low Molprobity score. The final selected model had 96.74% of amino acid residues in the Ramachandran favored region with no outlier. Molprobity score, which combines the clash score, rotamer, and Ramachandran evaluations into a single score, normalized to be on the same scale as X-ray resolution for the model was 2.80. root mean square deviation (RMSD) between backbone atoms of final β_3_-AR model and β_2_-AR experimental structure was 3.6 Å. The final modeled structure of β_3_-AR lacked N-terminal amino acid residues 1–32, intracellular loop 237–284, and C-terminal amino acids 361–408.

#### System setup and molecular dynamics simulation

The homology model of β_3_-AR was used as a starting structure to carry out MD simulation. The structure file was first uploaded on the web server, Prediction of Proteins in Membranes (http://opm.phar.umich.edu/server.php). Membrane boundaries provided by this server along with the protein model were then uploaded onto the CHARMM-GUI server (http://charmm-gui.org/) for further processing. Protonation states of amino acid residues were assigned at the physiological pH of 7.4. The protein was embedded in 1-palmitoyl-2-oleoyl-sn-glycero-3-phosphocholine. The replacement method was used to pack the receptor within the lipid bilayer. The lipid layer thickness was chosen to be 1.6 (80 lipids in a top leaflet and 78 lipids in the bottom leaflet). This system was then placed in a rectangular solvent box, and a 15 Å TIP3P water layer was added to solvate intra-and extra-cellular space. Charge neutrality of the system was achieved by adding Na+ and Cl− ions at a concentration of 0.15 mol/L to the water layers. 10 ns MD simulation of this system was then performed using the protocol described in Patel et al.^84^. During the 10 ns production simulation, snapshots were saved every 100 ps giving 100 snapshots of β_3_-AR to be used for docking calculations.

#### Docking of CPF to β_3_-AR

Each of the 100 snapshots obtained during MD simulations was used to dock CPF using AutoDock Vina^80^. The docking program allows the ligand to be completely flexible during the conformational search. However, only a few restricted side chains on the protein can be assigned as flexible. The use of 100 snapshots from MD simulation allows us to at least partly overcome this limitation.

CPF was sketched in 2-D using the ChemDraw tool of the ChemBio office package (http://www.cambridgesoft.com). The 2-D structure was converted to 3-D using the Chem3D tool. Ligand geometry was then optimized by performing an energy minimization run using MMFF94force-field. Lastly, the optimized 3-D structure of CPF was converted to the PDBQT format using AutoDockTools (http://mgltools.scripps.edu/) with the default identification of rotatable bonds and Gasteiger partial charges.

Ligand docking was then carried out by creating a grid box of size 28 Å × 28 Å × 28 Å, centered at a known ligand-binding site, with a grid spacing of 1 Å. This grid was large enough to allow exploration of all possible CPF-binding orientations surrounding known AR-binding pocket in an unbiased manner. The input exhaustiveness parameter for the docking was set to 500. The number of top docking orientations with high docking scores was fixed to 15. This docking protocol was similarly applied to all 100 snapshots of β_3_-AR. CPF docking pose with the highest docking score was extracted and analyzed.

#### Statistical analysis

All data were found to be normally distributed. Results were analyzed using Student’s *t*-test or ANOVA where appropriate, using GraphPad Prism software. A repeated-measures ANOVA was used for all bodyweight plots, fed blood glucose, and GTT and ITT data. A Bonferroni post hoc test was used to test for significant differences revealed by the ANOVA. Significance was accepted at *p* ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

RNA-sequencing data are deposited in Gene Expression Omnibus (GEO) under accession number GSE178366. All data supporting the findings of this study are provided within the paper and its supplementary information. All additional information will be made available upon reasonable request to the corresponding author. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: The pesticide chlorpyrifos promotes obesity by inhibiting diet-induced thermogenesis in brown adipose tissue
**Source:** Nat Commun. 2021 Aug 27;12:5163. doi: 10.1038/s41467-021-25384-y
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

Supplementary Table 1: List of genes and respective Taqman Assay IDs used for RT-qPCR gene expression analysis that were used in multiple figures.

Gene Name	Assay ID
<i>Ucp1</i>	Mm01244861_m1
<i>Cox8b</i>	m00432648_m1
<i>Ppargc1a</i>	Mm00447183_m1
<i>Ppia</i>	Mm02342430_g1
<i>Prdm16</i>	Mm00712556_m1
<i>Pparg</i>	Mm00440940_m1
<i>Adrb3</i>	Mm02601819_g1
<i>Adcy3</i>	Mm00460371_m1
<i>Zfp516</i>	Mm00813584_m1

Supplementary Figures 1-10

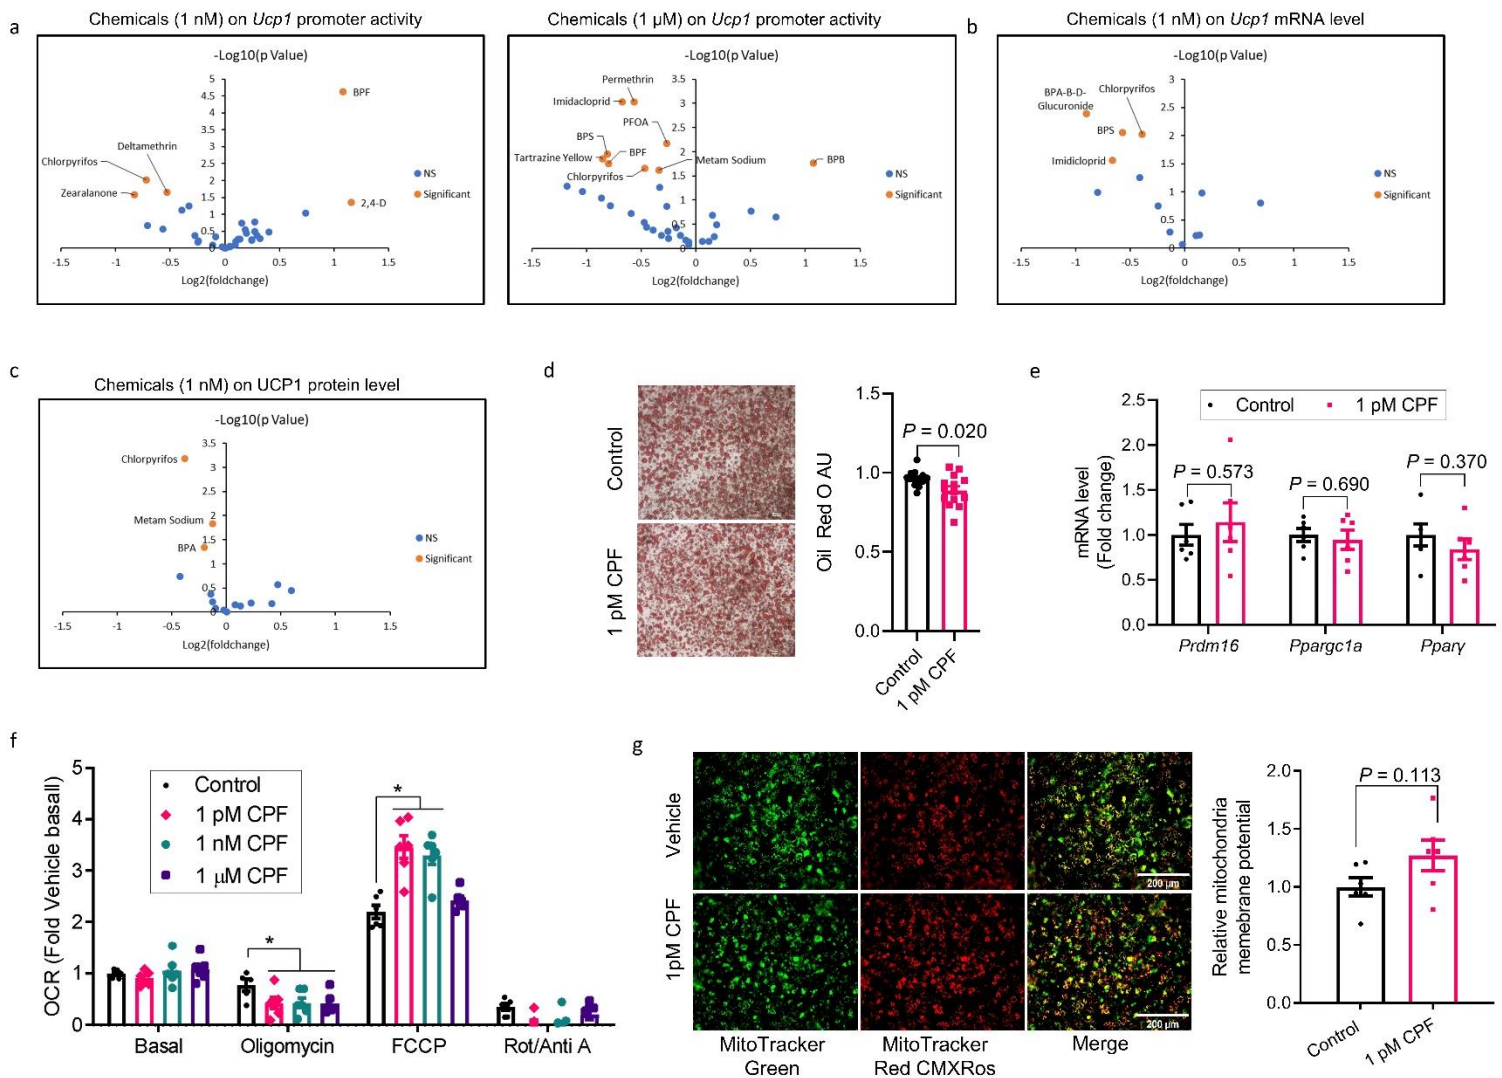

Supplementary Figure 1. CPF inhibits UCP1 and mitochondrial respiration in cultured brown adipocytes. **a**, Change in *Ucp1* promoter activity. **b**, *Ucp1* mRNA level and **c**, UCP1 protein level in brown adipocytes treated with 34 different chemicals at the dose of 1 nM and 1 μM . **d-e**, Oil red O staining (**d**) and brown adipogenic genes (**e**) of mature brown adipocytes treated with 1 pM chlorpyrifos (CPF) for 7 days. **f**, Oxygen consumption rate of brown adipocytes treated with different doses of CPF for 4 hours. **g**, Representative images of mitochondria stained by MitoTracker Green and quantification of mitochondria potential reflected by MitoTracker Red in brown adipocytes treated with 1 pM CPF for 1 hour. Significant differences between 3 or more mean values were determined by one-way ANOVA with Tukey's multiple comparisons test; differences between 2 mean values were determined by Student's t test. Significant differences between 3 or more mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test; differences between 2 mean values were determined by two-tailed Student's t-test. Data presented are mean $\pm$ SEM, $n = 6$, * $p < 0.05$. Scale bar = 200 μm .

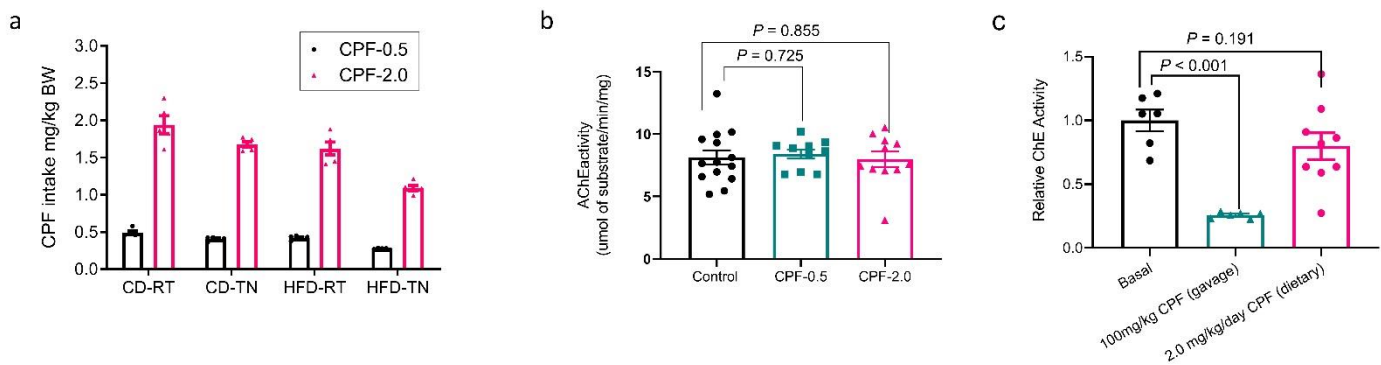

Supplementary Figure 2. CPF intake and the Effects of CPF on AChE activity. **a**, Chlorpyrifos (CPF) intake of C57BL/6J male mice fed with CD (10 kcal% fat) or HFD (45 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) at room temperature (RT, 22 °C) or thermoneutrality (TN, 30 °C), $n = 5$. **b**, AChE activity assessed in hindlimb skeletal muscle of CPF treated mice, $n = 12$. **c**, ChE activity in serum of C57BL/6J mice at 4h post gavage of 100 mg/kg CPF ($n = 6$) or after treatment with 2.0 mg/kg/day CPF for 3 weeks ($n = 10$), relative to basal. Significant differences between 3 or more mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test; differences between 2 mean values were determined by two-tailed Student's *t*-test. Data presented are mean $\pm$ SEM.

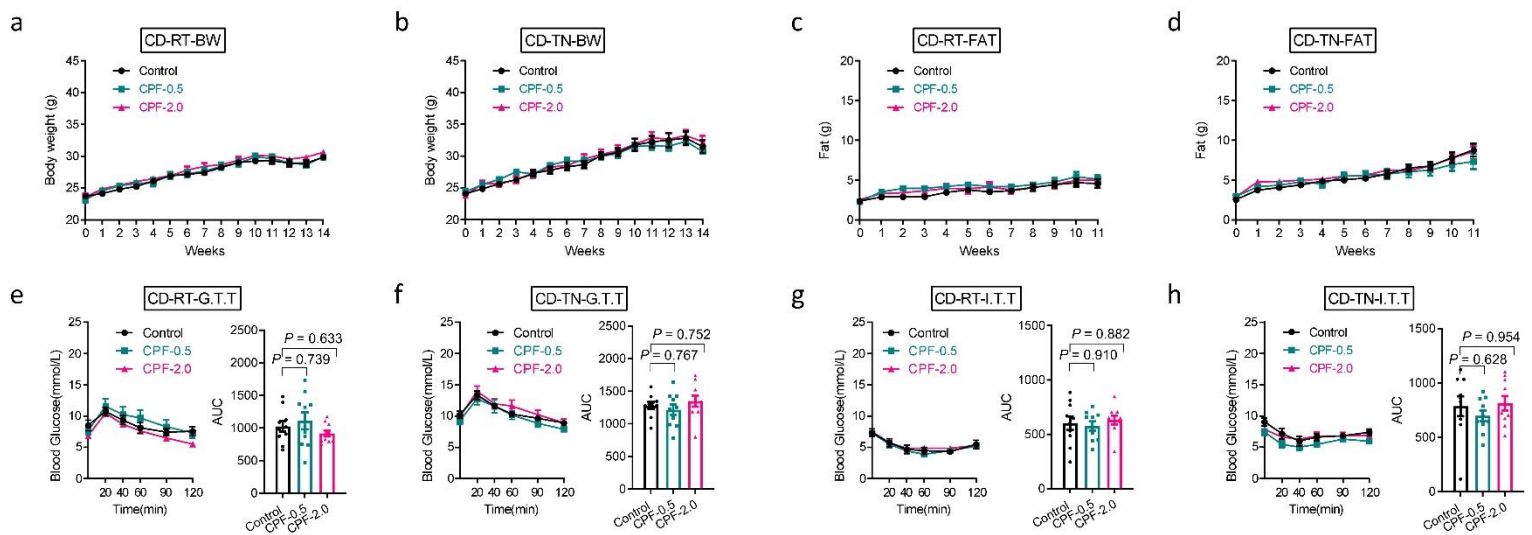

Supplementary Figure 3. Effects of CPF on body weight, fat mass and glucose metabolism of mice fed a control diet.

C57BL/6J male mice were treated with CD (10 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) at room temperature (RT, 22 °C) or thermoneutrality (TN, 30 °C). **a-b**, Body weight of mice at RT (**a**) or TN (**b**). **c-d**, Fat mass of mice at RT (**c**) or TN (**d**). **e-f**, Glucose tolerance test (GTT) of mice at RT (**e**) or TN (**f**). **g-h**, Insulin tolerance test (ITT) of mice at RT (**g**) or TN (**h**). Significant differences between mean values were determined by one-way ANOVA with Tukey's multiple comparisons test. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test. Data presented are mean $\pm$ SEM, $n = 10$.

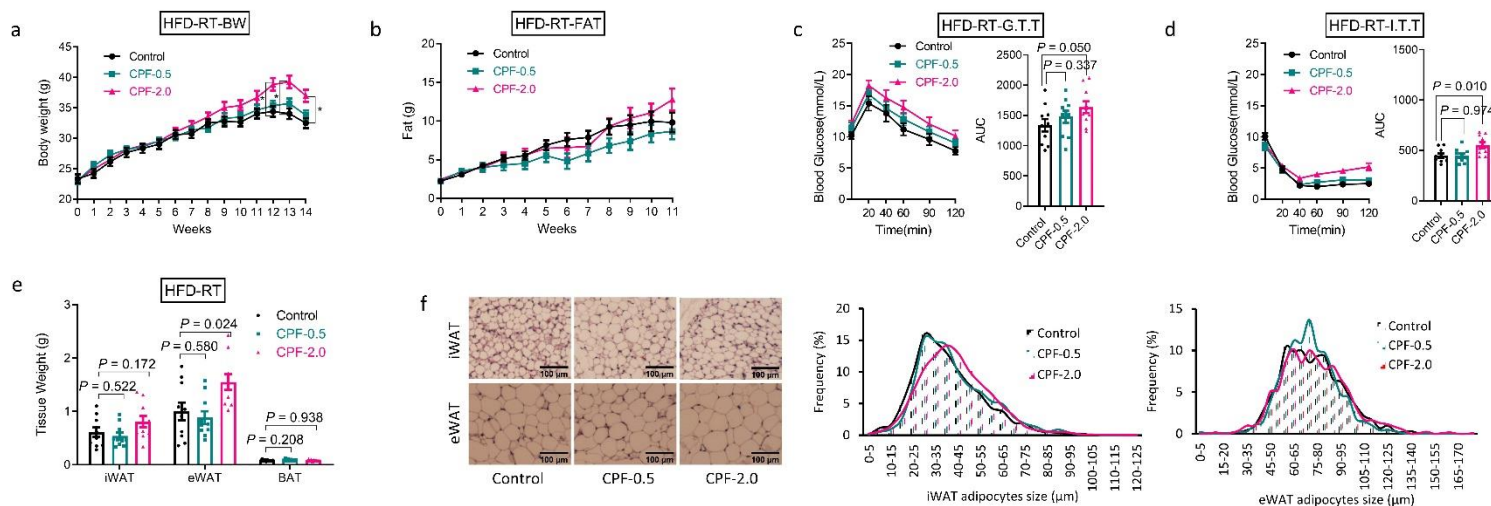

Supplementary Figure 4. Effects of CPF on body weight and glucose metabolism of mice fed a high-fat diet at room temperature.

C57BL/6J male mice were treated with HFD (45 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) at room temperature (RT, 22 °C). **a**, Body weight (BW). **b**, Fat mass. **c**, Glucose tolerance test (GTT). **d**, Insulin tolerance test (ITT). **e**, Fat tissues weight. **f**, Representative images of inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT) adipocytes and the quantification of adipocyte size. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test. Data presented are mean $\pm$ SEM, $n = 10$, * $p < 0.05$. Scale bar = 100 μm .

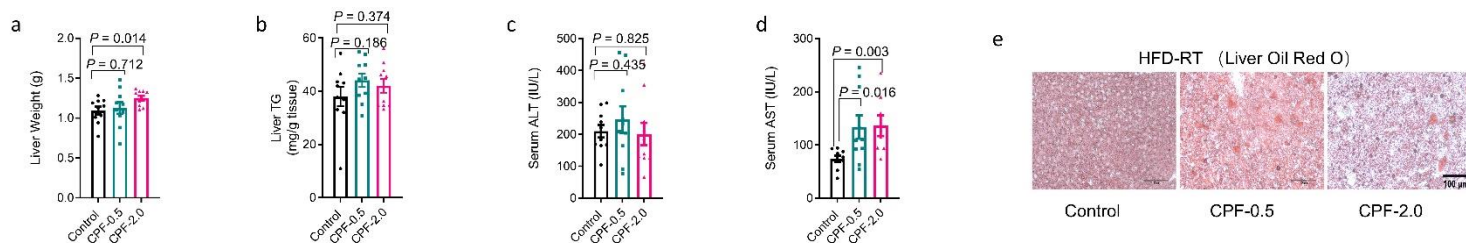

Supplementary Figure 5. Effects of CPF on NAFLD in mice fed a high-fat diet at room temperature.

C57BL/6J male mice were treated with HFD (45 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) at room temperature (RT, 22 °C). **a**, Liver weight. **b**, Liver TG. **c**, Serum alanine aminotransferase (ALT) level. **d**, aspartate aminotransferase (AST) level. **e**, Representative images of Oil Red O stained liver lipids. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test. Data presented are mean $\pm$ SEM, $n = 10$. Scale bar = 100 μm .

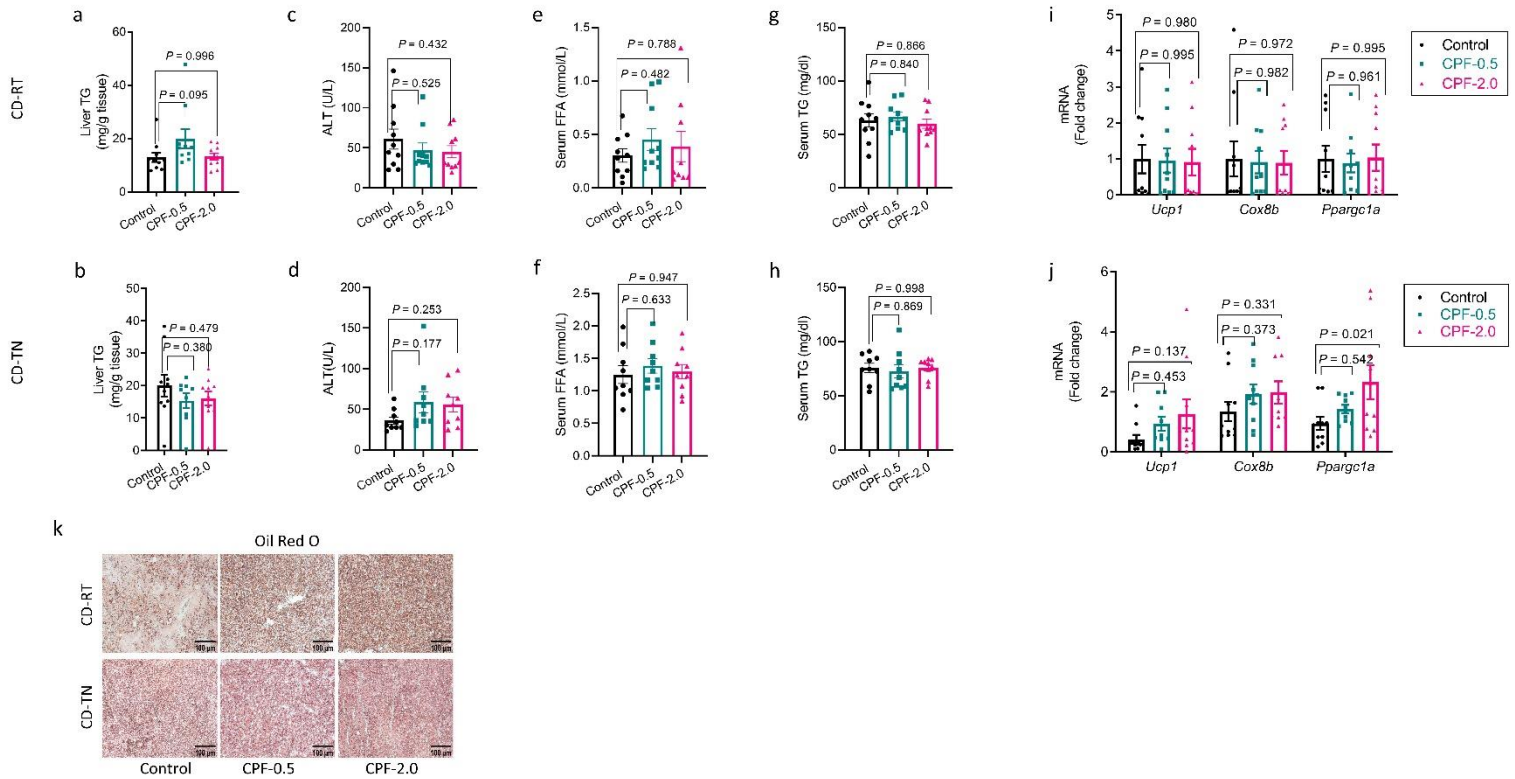

Supplementary Figure 6. Effects of CPF on NAFLD in mice fed a control diet.

C57BL/6J male mice were treated with CD (10 kcal% fat) supplemented with 0 (Control), 0.5 mg/kg/BW (CPF-0.5) or 2.0 mg/kg/BW (CPF-2.0) at room temperature (RT, 22 °C) or thermoneutrality (TN, 30 °C). **a-b**, Liver TG of mice at RT (a) or TN (b). **c-d**, Serum alanine aminotransferase (ALT) level of mice at RT (c) or TN (d). **e-f**, serum free fatty acid (FFA) of mice at RT (e) or TN (f). **g-h**, serum triacylglycerol (TG) of mice at RT (g) or TN (h). **i-j**, mRNA level of brown adipose genes in BAT of mice at RT (i) or TN (j). **k**, Representative images of Oil Red O stained liver lipids. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test. Data presented are mean $\pm$ SEM, $n = 10$. Scale bar = 100 μ m.

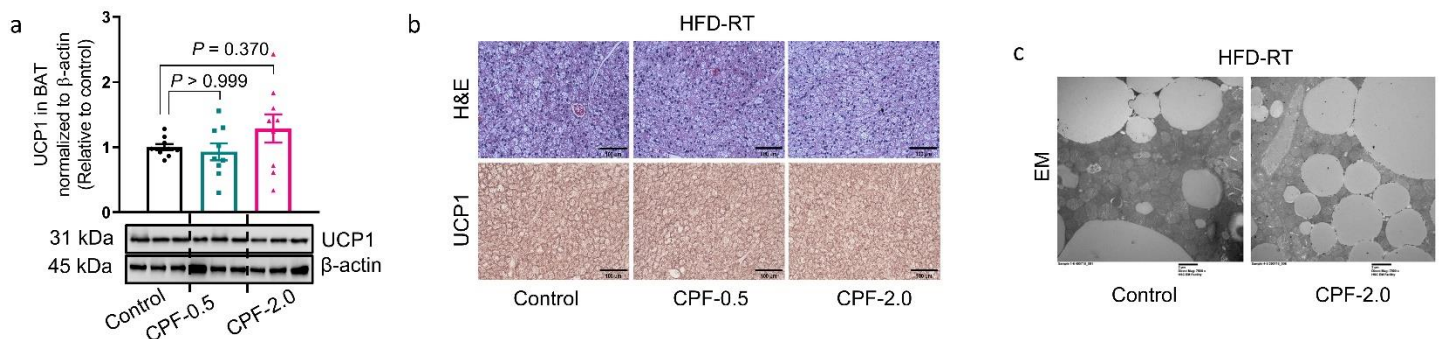

Supplementary Figure 7. Effects of CPF on BAT of mice fed a HFD at room temperature.

C57BL/6J male mice were treated with HFD (45 kcal% fat) supplemented with two doses of CPF at room temperature (RT). **a**, UCP1 protein content in BAT. **b**, Representative immunohistochemistry images showing UCP1 in BAT and H&E images, Scale bar = 100 μ m. **c**, Representative electron micrographs for mitochondria, scale bar = 2 μ m. Significant differences between mean values were determined by one-way ANOVA with the post hoc Bonferroni's multiple comparisons test. Data presented are mean $\pm$ SEM, $n = 10$.

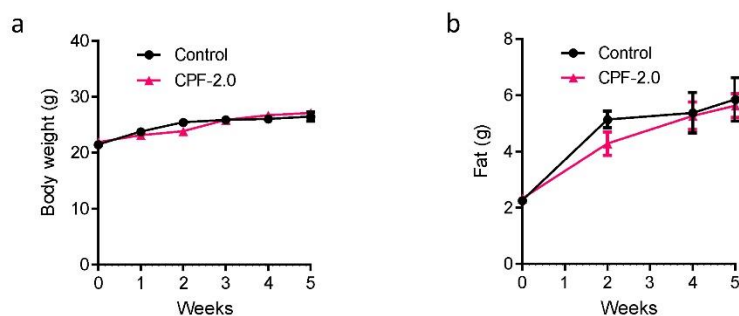

Supplementary Figure 8. 5-week CPF exposure does not alter body weight or fat content. a-b, body weight (a) and fat content (b) of C57BL/6J male mice fed with a HFD (45 kcal% fat) supplemented with 0 (control) or 2.0 mg/kg/BW (CPF-2.0) chlorpyrifos for 5 weeks. n = 10. Significant differences between mean values were determined by two-tailed Student's *t*-test, no differences between means were detected. Data presented are mean $\pm$ SEM.

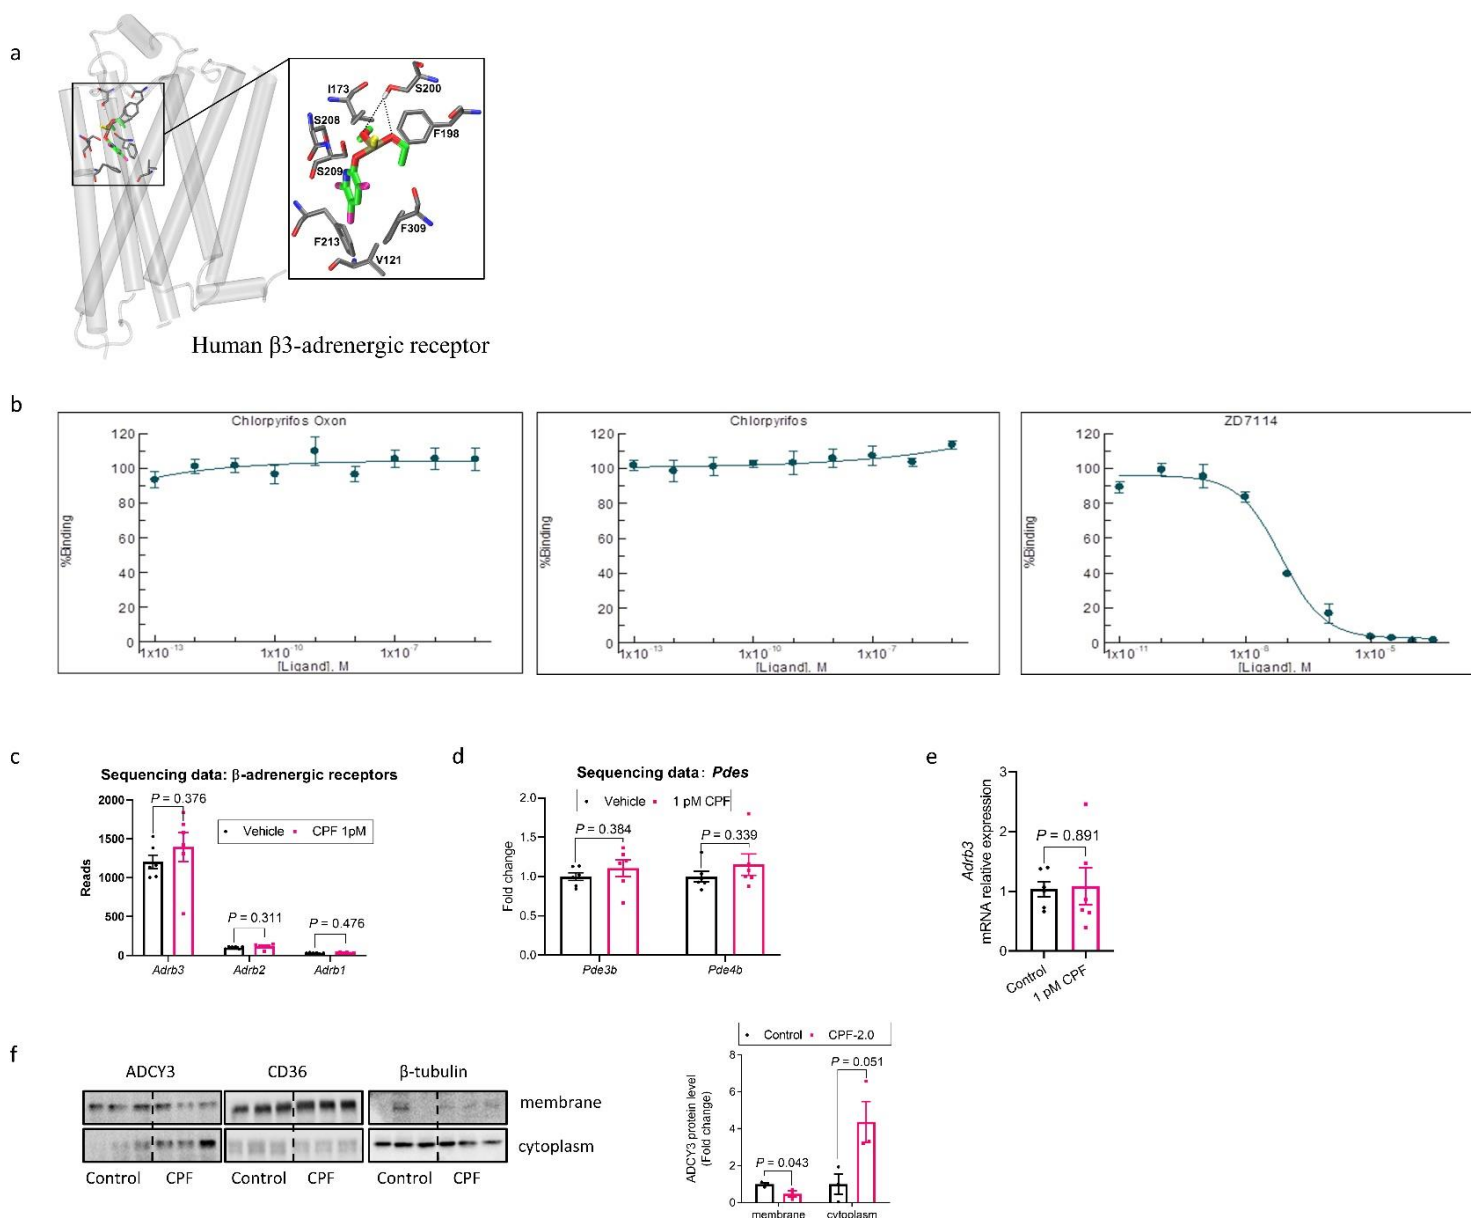

Supplementary Figure 9. Chlorpyrifos (CPF) alters cytoplasmic ADCY3 levels and does not competitively bind to β_3 -AR. **a**, Docked pose of chlorpyrifos (green stick) in human β_3 -adrenergic receptor represented using gray cartoon. Amino acid residues (gray stick) highlighting the predicted binding site of chlorpyrifos are shown in an enlarged view. Nitrogen, Oxygen, Sulfur, Phosphorus, Chlorine and Hydrogen atoms are shown using blue, red, yellow, bronze, pink and white colors respectively. Black dashed line indicates hydrogen bond interaction. **b**, Radioligand competition binding curves of CPF and CPF-oxon binding on the human recombinant ADRB3, ZD7114 was utilized as a positive control, $n = 3$. **c-d** mRNA sequencing data of *Adrb3* and *Pdes* in mature brown adipocytes treated with 1 pM CPF for 4 h ($n = 6$). **e**, *Adrb3* mRNA expression in mature brown adipocytes treated with 1 pM CPF for 7d ($n = 6$). **f**, Subcellular localization of ADCY3 (g) in BAT of C57BL/6J male mice treated with HFD (45 kcal% fat) supplemented with 0 (control) or 2.0 mg/kg/BW (CPF-2.0) CPF at thermoneutral condition (TN, 30 °C, $n = 3$). Significant differences between mean values were determined by two-tailed Student's *t*-test. Data presented are mean $\pm$ SEM.

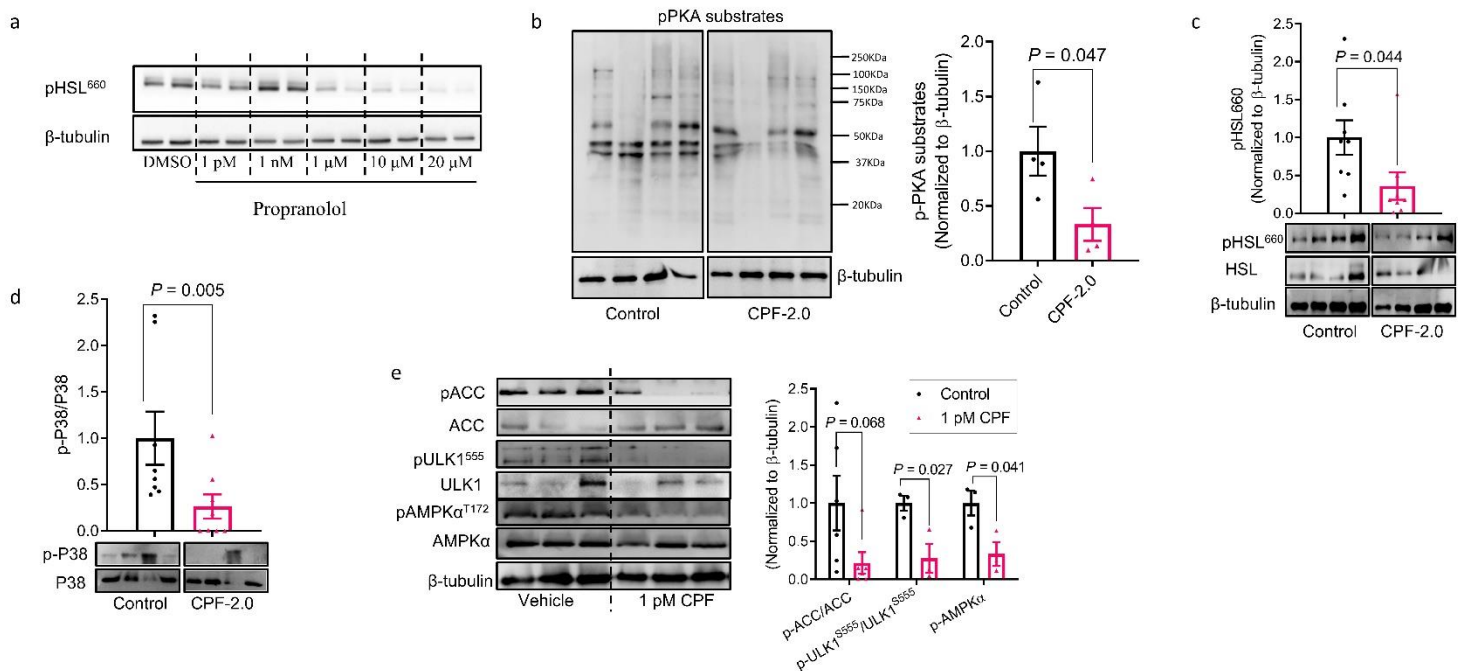

Supplementary Figure 10. Inhibitory role of CPF on downstream targets of BAT thermogenesis **a**, Mature brown adipocytes treated with propranol for 72 h followed by a 3 min isoproterenol treatment at 10 nM, phosphorylation of HSL was analyzed. **b-d**, pPKA, pHSL660, HSL, p-P38 and P38 protein in BAT of C57BL/6J mice fed a HFD with 0 (Control) or 2.0 mg/kg/BW (CPF-2.0) chlorpyrifos (CPF) and housed at thermoneutrality (TN, 30 °C) for 14weeks ($n = 8$). **e**, pACC, ACC, pULK1⁵⁵⁵, ULK1, pAMPK α ^{Thr172} and AMPK α in mature brown adipocytes treated with 1 pM CPF for 7 days ($n = 6$). Significant differences between mean values were determined by two-tailed Student's *t*-test. Data presented are mean $\pm$ SEM.

How the deposited data were processed for this re-analysis (not part of the article)

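Transcripts were measured in TMCON brown adipocytes on day 9 of differentiation, after 4 h with 1 pM CPF or vehicle, in 6 libraries per group (12 in all) made with a kit that keeps the strand of the RNA. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with HISAT2, counted those in the exons of each gene with htseq-count (stranded set to reverse) and normalized the counts with DESeq2. Versions of these programs are not given in the sources used here, nor is the rule by which genes were kept in the table. The table that the authors deposited holds 14775 genes with a signal for each library in normalized counts, a fold change, which equals the ratio of the mean of CPF to the mean of vehicle, and an unadjusted p-value. It also holds 12 columns of a ratio per library, deposited by the authors, which were not used here. For 14 genes the deposited table shows a date in place of the symbol, and genes were therefore joined by their Ensembl identifiers, of which 14761 are in the annotation used here (GENCODE M21, the same assembly, a later release than that of the authors).

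In each library all values were whole multiples of 1 value, within 0.01 read (100% of values), so that whole reads were recovered. The totals were 7875502 to 14166615 reads, with a median of 10672437.5. Differences between libraries were larger than counting error: the chi-square per degree of freedom over pairs of libraries was 2.87 to 30.2. The fewest reads recovered for a gene over the 12 libraries were 13.

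As the table holds normalized values, genes with a mean of at least 10 over the 12 libraries (13531 genes) were compared with limma 3.58.1 in R 4.3.3, with trend and robust settings, on log2 of the value plus 1, without covariates, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. This choice, the groups, the gene lists and the alternatives other than those said to be later were fixed before the data were examined. Exact permutation tests used all 924 arrangements of 6 and 6 libraries, so that the smallest possible p is 0.00216. Correlations over 12 libraries used 100000 permutations, and those within a set of replicates used all 720. The 37 gene lists hold 889 genes, 829 of them in the table, and the 33 lists with at least 5 tested genes were compared by camera with a preset correlation of 0.01, adjusted over these lists. The respiratory chain (complex I subunits with complexes II to V) and the adrenergic receptors, cyclases and phosphodiesterases are joined lists, each adjusted together with the 33 and not counted among them. The genes of Fig. 1e are 1 of the lists and were taken from the paper, which chose them from these libraries. Alternatives were camera with an estimated correlation, fry, preranked enrichment with fgsea 1.28.0, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, rescaling by TMM, no filter, a minimum mean of 50, pseudocounts of 0.1 and 10, library weights, the replicate number as a term, other thresholds, and each library left out. Chosen after the data were seen were a term for replicates 1 to 3 and 4 to 6, fits within each of these sets, a fit without vehicle replicate 2 and CPF replicate 1, and camera with an estimated correlation within each set, without these 2 libraries and without CPF replicate 1 alone.

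The genes named in the text were chosen by a rule: those that the paper names for this experiment or shows in Fig. 1e, Supplementary Fig. 9 and Supplementary Table 1, whose values in the paper had been seen, then the 5 with the smallest p in each direction, as no gene passed, then up to 4 tested members of each list with the smallest p, and the Adrb, Adcy and Pde genes with an unadjusted p under 0.05, of which there were 0. Ppa1, Aldh1a1, Flna and mt-Co2 are exceptions, chosen after their values were seen. Dgat2 falls under the rule but was also picked after its values were seen. The result of 1 gene is not reported here.

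Of the tests, limma, edgeR, DESeq2 and camera were first run on simulated counts, and the others were not. The counts were drawn from the means and library sizes of the 12 libraries, with 50 genes changed at each of 4 sizes. With 13524 genes tested, limma recovered 24%, 66%, 80% and 90% of the genes changed 1.25-, 1.5-, 2- and 4-fold, with 12 false calls. Of the same sizes, edgeR recovered 20%, 66%, 80% and 92% of its simulated genes (13585 tested) and DESeq2 30%, 72%, 84% and 96% (14775 tested). The simulated genes varied independently, and no library or set of replicates was made to differ, unlike in the real libraries. Genes were checked for overlap with other genes on the same strand and for stretches of 50 bases that occur in transcripts of other genes.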

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

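The tests of a different share of undifferentiated cells and of a single library behind Ucp1 were chosen only after the result was seen, as were the fits without vehicle replicate 2 and CPF replicate 1. Of 270 groups of 6 libraries examined for a library far from the other 5, 48 had one, where about 13.5 arise by chance at 1 in 20. CPF replicate 1 was the library in 34 and vehicle replicate 2 in 13.

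CPF replicate 1 lay far from the other CPF libraries in normalized counts of Ndufa4l2 (479), Tmem173 (109), Slc9b2 (80.4), Ppargc1a (396), Adrb3 (537), Pparg (4532), Cidea (4906), Zfp516 (556), Lrrc8d (372), Mrpl3 (641), Mief2 (229), Otop1 (23.0), Adipoq (5432), Dgat2 (1086) and Ppa1 (1202), and on the first principal component (33.0). Its median log2 difference from each gene's middle value was low in complex I subunits (−0.39), complexes II to V (−0.46), the respiratory chain as a whole (−0.42), the TCA cycle (−0.52), fatty acid oxidation (−0.64), thermogenic genes (−0.73), adipocyte differentiation (−0.71), lipolysis (−0.69), fatty acid and triglyceride synthesis (−0.71), glycolysis (−0.24), esterases (−0.36), AMPK subunits and kinases (−0.35), mitochondrial dynamics and import (−0.12), the cell cycle (−0.28) and the adrenergic receptors, cyclases and phosphodiesterases (−0.35). It was high in NF-kB and inflammatory genes (0.26), heat shock and NRF2 genes (0.16) and glucocorticoid-responsive genes (0.31).

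Vehicle replicate 2 lay far from the other vehicle libraries in normalized counts of Ndufa4l2 (379), Immp2l (60.3), Zfp516 (753), Lrrc8d (565), Mrpl3 (526) and Ppa1 (1435), on the first principal component (31.5), and in the medians of mitochondrial translation (−0.16), mitochondrial dynamics and import (−0.21), mitophagy and autophagy (−0.13), cytosolic ribosomal proteins (−0.19), cholesterol synthesis (0.43) and preadipocyte and fibroblast markers (0.58). Vehicle replicate 4 had a median of 0.046 for the genes of Fig. 1e, far from the other vehicle libraries. Of the lists that passed camera as higher with CPF, the paper does not discuss cytosolic ribosomal proteins (median log2 fold change 0.041, adjusted p = 0.00284, 0.771 with an estimated correlation) or the proteasome (median 0.037, adjusted p = 0.00667, 0.731 with an estimated correlation). For the ribosomal proteins the median was 0.14 within replicates 1 to 3 and −0.056 within replicates 4 to 6, and the call was lost without vehicle replicate 2 (median 0.0076), CPF replicate 2 (0.032) or CPF replicate 3 (0.031). The proteasome call was lost without vehicle replicate 2 (median 0.027) and within replicates 4 to 6 (median −0.00074), and the median was 0.066 without vehicle replicate 3, 0.065 without vehicle replicate 6 and 0.058 without CPF replicate 5.

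Without vehicle replicate 2 and CPF replicate 1, limma called 25 genes higher and 29 lower (54), against 0 with all 12 libraries. Among the other splits of these 10 libraries the highest count was 6, and 1 of 100 splits, the real one, reached 54, but the libraries to leave out were chosen from the data and the other splits did not repeat that choice, so chance is left open. A difference in library size is an unlikely cause, since with each library thinned to 7875502 reads a median of 44.5 genes passed (25 to 56 over 20 thinnings, SD 9.54). A different share of undifferentiated cells may contribute, as preadipocyte and fibroblast markers had a median of −0.10 and genes of adipocyte differentiation 0.23 among the 10 libraries, but with an estimated correlation the adjusted p of the former was 0.226, which leaves this open. Of the 36 pairs of 1 vehicle and 1 CPF library that can be left out, only the 6 with CPF replicate 1 gave any call by limma (2 to 223 genes), so these calls turn on that library.

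Ucp1 had a log2 fold change of −0.75, and it followed the interferon genes from library to library (Pearson r = 0.79, permutation p = 0.00384, adjusted over 4 relations 0.00896, and Spearman rho = 0.62, p = 0.0352, adjusted 0.0704, both in 12 libraries). With group means removed r was 0.75 (adjusted p = 0.00896) and rho 0.76 (adjusted p = 0.0256), but without the 2 libraries farthest from the middle r was 0.24, or 0.48 with group means removed, and within replicates 1 to 3 and 4 to 6 r was 0.72 (exact p = 0.14) and 0.91 (exact p = 0.014). With the interferon score as a term the Ucp1 log2 fold change was −0.46 (SE 0.18), beyond the 0.37 set as the bound by less than 1 SE, so a difference in interferon response may account for part of it. A single library could also matter, as the value nearest 0 with 1 library left out was −0.55 (SE 0.19), without vehicle replicate 2, again within 1 SE of the bound. Reads shared with other genes are an unlikely cause, since 0% of the 50-base stretches of Ucp1 occur in other transcripts.

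For mitochondrial translation, a camera p as small as the real one (−log10 p of 7.44) arose in 10 of 100 splits of the 12 libraries, with 12.4 the highest of the others, so chance cannot be excluded. The same holds for the respiratory chain (2.70, highest other 32.9, 65 splits), for interferon (10.4, highest other 51.2, 35 splits) and for the number of the 33 lists past the threshold (13, highest other 21, 42 splits). For the count of genes by limma this comparison tells nothing, since the real count is 0 and each of 100 splits reaches it (highest other 0), while splitting the libraries by replicates 1 to 3 and 4 to 6 gave 88 genes. A difference in library size is an unlikely cause for mitochondrial translation, as its median was 0.0671 (SD 0.0053) with each library thinned to the lowest total. Genes of this list varied together between libraries, with an estimated correlation of 0.25 between genes against the preset 0.01. It was 0.72 for the respiratory chain and 0.89 for interferon. With the estimated correlation the camera adjusted p of mitochondrial translation was 0.685, so its small camera p rests on the preset value.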

How the results depend on the processing

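The fits without vehicle replicate 2 and CPF replicate 1 together, with a term for replicates 1 to 3 and 4 to 6, and within each of these sets were chosen only after the data were seen. Under 25 alternative fits no named gene that passed had changed sign from the main limma fit, in which none passed. The mitochondrial translation and respiratory chain lists kept positive medians in each of the 25. Of the lists that passed camera, cytosolic ribosomal proteins reversed, from a median of 0.041 (adjusted p = 0.00284, 0.771 with an estimated correlation) to −0.056 within replicates 4 to 6 (adjusted p = 3.2e-04, 0.540 with an estimated correlation). Among the others, the median of thermogenic genes turned from −0.064 to 0.068 without vehicle replicate 2 and CPF replicate 1, and that of fatty acid and triglyceride synthesis from −0.026 to 0.11 (camera adjusted p = 3.5e-05, 0.226 with an estimated correlation). Ucp1 kept a negative log2 fold change throughout, −0.86 to −0.55 with 1 library left out (without vehicle replicate 2 the value nearest 0), with limma adjusted p of 0.291 to 0.922, and passed over all genes under none of the 25. By limma 0 genes were higher and 0 lower (375 and 615 at an unadjusted p under 0.05), and edgeR, TMM, no filter, a minimum mean of 50, either pseudocount and a term for the sets of replicates also gave 0. DESeq2 called 4 lower (Lrrc8d −0.29, Col8a1 −0.54, Hjurp −0.29, Flna −0.31), library weights 3 higher and 19 lower, replicates 4 to 6 alone 8 higher and 14 lower, and replicates 1 to 3 alone 0. Leaving out 1 library gave 0 calls except for CPF replicate 1, without which 6 genes were higher and 5 lower. Without vehicle replicate 2 and CPF replicate 1 there were 25 higher and 29 lower. These 54 included 3 of the 4 genes of DESeq2, 18 of the 22 under library weights, all 11 without CPF replicate 1 and 10 of the 22 in replicates 4 to 6. Genes of Fig. 1e and adrenergic genes past the threshold over all genes stayed at 0 under these fits. Of 93 named genes, 11 passed under some alternative and 9 changed sign while not past the threshold. The 11 include Ppa1, Aldh1a1 and Flna, which were named only after their values were seen, so this count is partly a product of that choice. Simulated 1.5-fold changes were recovered for 66% of genes by limma, in a simulation without outlying libraries or sets of replicates. The cause was not tested for any of these differences.

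The mitochondrial translation list passed camera under each of the 25 fits, with medians of 0.049 to 0.108 when 1 library was left out (adjusted p 2.1e-09 to 6.3e-04, the lowest median without vehicle replicate 2 and the highest without CPF replicate 1). With an estimated correlation it did not pass (median 0.066, adjusted p = 0.685), nor by fry (median 0.066, adjusted p = 0.603). The respiratory chain list passed neither of these (median 0.053, adjusted p = 0.821 and 0.872), and was lost without vehicle replicate 2 (0.029, adjusted p = 0.225), vehicle replicate 3 (0.041, 0.0698), CPF replicate 2 (0.029, 0.322), CPF replicate 3 (0.021, 0.673) and CPF replicate 6 (0.035, 0.0722), while without CPF replicate 1 its median was 0.136. Of the 33 lists, among which the joined respiratory chain list is not counted, 13 passed, 8 without vehicle replicate 2, 20 without CPF replicate 1, 13 by fgsea, and 0 with an estimated correlation or by fry. An estimated correlation was also tried, after the data were seen, in fits with fewer libraries, and 0 of the 33 passed in each. The medians and adjusted p of mitochondrial translation and of the respiratory chain were then 0.11 (0.265) and 0.14 (0.259) without CPF replicate 1, 0.078 (0.226) and 0.11 (0.256) without vehicle replicate 2 as well, 0.095 (0.861) and 0.060 (0.932) within replicates 1 to 3, and 0.058 (0.628) and 0.049 (0.705) within replicates 4 to 6. The cause was not tested.

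The replicate numbers were not shown to pair the samples, nor is pairing excluded. Across the 6 numbers, vehicle and CPF libraries correlated at −0.21 to 0.26 after group means were removed, above 0.1 in 4 of 6, and 1 vehicle and 1 CPF library correlated best with its own number. Within each of the 6 numbers Ucp1 and Cpt1a were lower with CPF. With the replicate block in the model the SE of the Ucp1 log2 fold change was 0.14 (limma adjusted p = 0.494), against 0.25 (0.611) without it, limma called 0 higher and 0 lower, and 14 lists passed camera.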

Differences from the paper's values

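In this part only the fit without vehicle replicate 2 and CPF replicate 1 was chosen after the data were seen. The paper states that transcripts tied to mitochondrial function were the most affected and that low CPF inhibits transcriptional programs for the function of brown fat mitochondria. Here the lists with the most genes of this kind had positive medians, 0.066 for mitochondrial translation and 0.053 for the respiratory chain, and the enrichment scores were positive as well (2.42 and 1.99), as are those that Fig. 1d draws. The genes of mitochondrial DNA had a negative median (−0.14, camera adjusted p = 0.147), as did thermogenic genes (−0.064, camera adjusted p = 0.0534), whose median turned to 0.016 without CPF replicate 1 and to 0.068 without it and vehicle replicate 2. The paper ran an enrichment test of a ranked list on a database of gene sets, not on these lists. Here that kind of test gave mitochondrial translation the smallest adjusted p of the 33 lists (1.8e-09, against 2.0e-08 for interferon). By camera the smallest adjusted p was that of interferon genes (1.2e-09, median −0.38), a group that the paper's text does not mention. With an estimated correlation the camera adjusted p of interferon was 0.731, and 35 of 100 splits of the libraries gave a camera p as small as that with the preset correlation. Vehicle replicates 2, 4 and 6 were high in these genes (1.43, 0.61 and 0.87 from each gene's middle value), as was CPF replicate 1 (0.53). Without vehicle replicate 2 the median was −0.16.

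The paper states that Ucp1, Cpt1a, Cpt1b, Acat3 and Cox16 were reduced. Their means were lower here too, and the fold changes in the authors' table equal the ratios of the group means used here, but by limma, edgeR and DESeq2 none passed over all genes, and no alternative that was run called them over all genes. Cox16 was under the filter of limma and edgeR, so that only DESeq2 and limma without a filter tested it. Adjusted over the list alone, Ucp1 and Cpt1a passed. The statement on Ucp1 also rests on other assays in the paper, which reports lower promoter activity, mRNA and protein in its screen. Those were not examined here. In the authors' table the unadjusted p-value is under 0.05 for 11 of the 31 genes of Fig. 1e, of which 2 are lower with CPF. Adjusted over the genes kept here, the smallest of the authors' p-values is 0.520 for those in the figure and 0.406 for any gene kept. Adjusted over all genes in the authors' table, the smallest is 0.443. The paper also states that some mitochondrial transcripts were higher, and here 18 of the 31 genes had higher means, with 6 past the threshold when adjusted over the list alone and 0 over all genes by limma. For the adrenergic receptors, cyclases and phosphodiesterases the paper finds no difference. Here 0 of 25 genes passed by limma, but limma called 0 of all 13531 genes tested. This count therefore cannot tell an absence of difference from differences too small for the test, and it does not bear on the paper's finding.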

Other observations

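In this part the fit without vehicle replicate 2 and CPF replicate 1 was chosen only after the data were seen. Some lists that did not pass are shown here by members with the smallest p-values in them. Pnpla2, the adipose triglyceride lipase, had a mean of 10458 ± 922 normalized counts with CPF and 8540 ± 1278 with vehicle (mean ± SD, n = 6 each), a log2 fold change of 0.30 (SE 0.096, limma adjusted p = 0.599), and its inhibitor G0s2 stood at 16.7 ± 4.64 and 24.6 ± 2.76 (−0.56, SE 0.19, limma adjusted p = 0.611). Prkag3, a regulatory subunit of AMPK, stood at 8.53 ± 2.64 and 15.8 ± 5.61 (−0.80, SE 0.26), Ddit3, of the integrated stress response, at 1332 ± 272 and 1623 ± 223 (−0.30, SE 0.13), and Pnpla6, an esterase that organophosphates bind, at 567 ± 29.7 and 639 ± 79.0 (−0.17, SE 0.074). Within replicates 1 to 3 and 4 to 6 the log2 fold changes were 0.27 and 0.33 for Pnpla2, −0.42 and −0.71 for G0s2, and −0.72 and −0.87 for Prkag3. Ddit3 had −0.20 without CPF replicate 1, and Pnpla6 −0.11 without vehicle replicate 2. None of them passed limma over all genes.

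Among the genes with the smallest p-values, none past the threshold, the lower ones were Lrrc8d, a subunit of the volume-regulated anion channel, at 403 ± 16.8 with CPF and 496 ± 34.2 with vehicle (−0.29, SE 0.058), the collagen Col8a1 at 285 ± 21.9 and 415 ± 80.2 (−0.52, SE 0.11), Mapk11, which encodes p38 beta, at 80.5 ± 8.73 and 111 ± 8.44 (−0.47, SE 0.096), Crebzf (−0.34, SE 0.073) and Hjurp (−0.28, SE 0.062). The higher ones were Fam222a at 86.6 ± 12.7 and 54.1 ± 15.4 (0.70, SE 0.17), Ginm1 (0.29, SE 0.071), Pdzd2 (0.32, SE 0.078), Txnl4b (0.27, SE 0.068) and Pla2g15 (0.27, SE 0.070). Their limma adjusted p was 0.569 or more.

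The paper measured differentiation markers in another assay and after days of CPF rather than 4 h. For these genes the RNA-sequencing at 4 h gave log2 fold changes of −0.021 (SE 0.18) for Prdm16, −0.26 (SE 0.21) for Ppargc1a, 0.014 (SE 0.081) for Pparg and −0.043 (SE 0.12) for Cidea, with limma adjusted p of 0.799 to 0.989. CPF replicate 1 stood apart in Ppargc1a (at 396), Pparg and Cidea, and without it the values were 0.16 for Prdm16, −0.070 for Ppargc1a, 0.086 for Pparg and 0.091 for Cidea. With vehicle replicate 2 also left out, Ppargc1a had −0.0057. Among the calls of limma without vehicle replicate 2 and CPF replicate 1, Ppa1, a pyrophosphatase, had a log2 fold change of 0.35 (SE 0.045, limma adjusted p = 0.00313) against 0.25 with all libraries, Dgat2, which makes triglycerides, 0.38 (limma adjusted p = 0.0115) against 0.27, the retinaldehyde dehydrogenase Aldh1a1 −0.89 (SE 0.15, limma adjusted p = 0.0115) against −0.80, and the filamin Flna −0.31 (SE 0.056, limma adjusted p = 0.0293) against −0.30.

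With all 12 libraries the lists not described above did not pass camera. Given as genes tested, median log2 fold change and adjusted p, they were lipolysis (14 genes, 0.054, 0.316), fatty acid and triglyceride synthesis (17 genes, −0.026, 0.651), glycolysis (19 genes, 0.0017, 0.465), cAMP-responsive genes (21 genes, −0.022, 0.963), NF-kB and inflammatory genes (22 genes, −0.074, 0.0722), unfolded protein and integrated stress response (24 genes, −0.081, 0.0534), heat shock and NRF2 response (22 genes, 0.034, 0.316), hypoxia response (22 genes, −0.036, 0.651), cholinesterases and organophosphate esterases (8 genes, 0.10, 0.216), xenobiotic metabolism (11 genes, 0.014, 0.804), glucocorticoid-responsive genes (16 genes, −0.0013, 0.748), mitophagy and autophagy (24 genes, 0.050, 0.0576) and AMPK subunits and kinases (11 genes, −0.013, 0.651). For hypoxia and glucocorticoid genes the median was negative while camera pointed upward, and for glycolysis the mean (−0.0043) and the median differed in sign. Under the 25 alternative fits, the unfolded protein and integrated stress response passed as lower in 8 and NF-kB and inflammatory genes in 5. Lipolysis passed as higher in 4, fatty acid and triglyceride synthesis in 4, esterases in 2, mitophagy and autophagy in 2, and the rest in 0. With an estimated correlation, tried with all libraries, without CPF replicate 1, without both libraries that stand apart and within each set of replicates, none of these passed. Without CPF replicate 1 the adjusted p was then 0.536 for the unfolded protein list, 0.600 for NF-kB, 0.265 for lipolysis, 0.357 for synthesis, 0.265 for esterases and 0.388 for mitophagy and autophagy, and with all 12 libraries it was 0.685 or more. Without vehicle replicate 2 and CPF replicate 1 the median of lipolysis was 0.15 (camera adjusted p = 2.2e-05, 0.226 with an estimated correlation) and that of synthesis 0.11 (3.5e-05, 0.226). With 1 library left out, lipolysis had medians from 0.026 without CPF replicate 3 to 0.13 without CPF replicate 1, and synthesis from −0.082 without vehicle replicate 3 to 0.082 without CPF replicate 1. In those fits NF-kB and inflammatory genes had medians from −0.14 to −0.023, and esterases from 0.033 to 0.20.

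Among the lists with under 5 tested genes were muscle markers (2 tested, median 0.19), macrophage and leukocyte markers (2 tested, median 0.24) and endothelial markers (0 tested).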
